# Calcium Dependent CAMTA1 in Adult Stem Cell Commitment to a Myocardial Lineage

**DOI:** 10.1371/journal.pone.0038454

**Published:** 2012-06-08

**Authors:** Barbara Muller-Borer, Gwyn Esch, Rob Aldina, Woohyun Woon, Raymond Fox, Nenad Bursac, Sylvia Hiller, Nobuyuo Maeda, Neal Shepherd, Jian Ping Jin, Mary Hutson, Page Anderson, Margaret L. Kirby, Nadia N. Malouf

## Abstract

The phenotype of somatic cells has recently been found to be reversible. Direct reprogramming of one cell type into another has been achieved with transduction and over expression of exogenous defined transcription factors emphasizing their role in specifying cell fate. To discover early and novel endogenous transcription factors that may have a role in adult-derived stem cell acquisition of a cardiomyocyte phenotype, mesenchymal stem cells from human and mouse bone marrow and rat liver were co-cultured with neonatal cardiomyocytes as an in vitro cardiogenic microenvironment. Cell-cell communications develop between the two cell types as early as 24 hrs in co-culture and are required for elaboration of a myocardial phenotype in the stem cells 8–16 days later. These intercellular communications are associated with novel Ca^2+^ oscillations in the stem cells that are synchronous with the Ca^2+^ transients in adjacent cardiomyocytes and are detected in the stem cells as early as 24–48 hrs in co-culture. Early and significant up-regulation of Ca^2+^-dependent effectors, CAMTA1 and RCAN1 ensues before a myocardial program is activated. CAMTA1 loss-of-function minimizes the activation of the cardiac gene program in the stem cells. While the expression of RCAN1 suggests involvement of the well-characterized calcineurin-NFAT pathway as a response to a Ca^2+^ signal, the CAMTA1 up-regulated expression as a response to such a signal in the stem cells was unknown. Cell-cell communications between the stem cells and adjacent cardiomyocytes induce Ca^2+^ signals that activate a myocardial gene program in the stem cells via a novel and early Ca^2+^-dependent intermediate, up-regulation of CAMTA1.

## Introduction

It has become well recognized that transcription factors have a crucial role in reprogramming gene expression in mammalian cells and that the process of cell differentiation can be reversed [1], [2], [3], [4], [5], [6], [7], [8], [9], [10], [11], [12], [13], [14], [15], [16], [17]. Differentiated somatic cells from various tissues and species including humans have been reprogrammed into pluripotency by transduction and over expression of defined transcription factors [2], [4], [5], [7], [10]. More recently direct reprogramming of one cell type into another, without resorting to an intermediate pluripotent stage has been achieved with over-expression of tissue specific transcription factors [13], [14], [15], [16], [17]. These findings raise the possibility that targeted manipulation of a less stringent epigenetic restrictive state in multipotent adult-derived stem cells may be achieved, so as to induce the endogenous expression of a transcriptional program that characterizes a specific cell fate.

As the molecular basis underlying adult-derived stem cell commitment to a myocardial lineage is poorly understood [18], [19], [20], [21], [22] we attempted in the present study to identify novel and early transcription factors that activate the expression of a myocardial transcriptional program in the stem cells without the introduction of exogenous genetic material [13], [14], [15], [16], [17]. We have previously shown that cells from a cloned rat liver stem cell line (WB F344) acquired a cardiac phenotype in vivo and when co-cultured with rat neonatal cardiomyocytes as an in vitro cardiogenic microenvironment [23], [24], [25]. Using fluorescence recovery after photobleaching (FRAP) we found that the stem cell-derived nascent cardiomyocytes were functionally coupled with adjacent cardiomyocytes through gap junctions. This is associated with novel Ca^2+^ oscillations that are synchronous with Ca^2+^ transients in adjacent cardiomyocytes and detected in the stem cells as early as 24–48 hrs in co-culture with the cardiomyocytes.

Since evidence suggests that intracellular Ca^2+^ signals trigger transcriptional responses and that the diversity of responses in different cell types results from the variability in the frequency and duration of the Ca^2+^ signals [26], [27], [28], [29], [30], [31], [32], [33], [34], [35], [36], [37], we explored the possibility that these novel Ca^2+^ signals may be decoded in bone marrow mesenchymal stem cells from human (hMSCs) and mouse (mMSCs) by activating a cardiac gene program.

We find that the expression of the transcription factor CAMTA1, a member of a recently recognized family of Ca^2+^-dependent calmodulin binding transcription activators conserved in eukaryotes [38], [39], [40], [41], [42] and RCAN1, a known regulator of calcineurin [36], [43], [44], [45], to be significantly up-regulated in the stem cells as early as 24 hrs in co-culture with rat neonatal cardiomyocytes. This process preceded stem cell acquisition of other cardiac properties. Cardiac specific transcription factors appear after 2–4 days in co-culture and myocardial contractile proteins 8–16 days later. Furthermore, the expression of CAMTA1 was up-regulated in the stem cells cultured alone when exposed to ionomycin, which produces a tonic increase in intracellular Ca^2+^ ([Ca^2+^]_i_). This was associated with novel expression of cardiac transcription factors in the stem cells. When CAMTA1 expression is suppressed with CAMTA1 siRNA or shRNA before the stem cells are exposed to an increase in [Ca^2+^]_i_ the expression of the corresponding cardiac transcription factors is significantly decreased.

Collectively, our results support the hypothesis that [Ca^2+^]_i_ signals in adult-derived stem cells relay messages that activate downstream pathways where up-regulation of CAMTA1 expression, is an early event in the stem cell commitment to a myocardial lineage.

## Results

### Three Different Types of Adult-Derived Stem Cells Acquire Cardiomyocyte Properties in Co-Culture with Cardiomyocytes

In spite of the focus of this study on the earliest transcriptional events, we nevertheless show that bone marrow mesenchymal stem cells from hMSCs and mMSCs acquire a cardiac phenotype in co-culture with cardiomyocytes similar to our previous report on rat liver stem cells (WB F344) [23], [24], [25]. Expression of a differentiated cardiac phenotype where contractile proteins are localized in a striated pattern is demonstrated in the stem cells after 8–16 days in co-culture with rat neonatal cardiomyocytes (Figure 1). Human MSCs constitutively labeled with GFP in the cytoplasm or dsRed targeted to the mitochondria and mMSCs from C57BL/6 mice with the following genotypes: a beta Myosin Heavy Chain (βMHC)-YFP fusion transgenic mouse and αMHC-CFP/βMHC-GFP transgenic mouse [46], [47] were prepared. Mouse MSCs were isolated from the bone marrow of the mice as previously reported [48], [49]. The mMSCs demonstrated no fluorescence until after 8 days in co-culture, at which time few cells exhibited spontaneous faint fluorescence indicating the onset of expression of the MHC gene in these cells. The intensity of the fluorescence and the number of fluorescent cells increased over the next 7 days. By two weeks, elongated fluorescent cells were seen adjacent to beating rat cardiomyocytes (Figure 1). In the case of the mMSCs derived from the βMHC-YFP mouse the corresponding nascent cardiomyocytes expressed novel yellow fluorescence along striations and stress fibers (Figure 1A). In contrast, the alpha MHC-CFP fluorescence from the corresponding mouse was cytoplasmic as the MHC-CFP gene was engineered as a single copy in the HPRT locus (data not shown). Once dissociated and harvested using FACS, the mMSCs population of cells that expressed YFP-βMHC represented a relatively pure population of mMSCs that had undergone “differentiation”. These cells were used to monitor the efficiency of the differentiation process (10–15%) calculated as a fraction of the number of non-fluorescent native mMSCs originally seeded on the neonatal rat cardiomyocytes.

**Figure 1:**
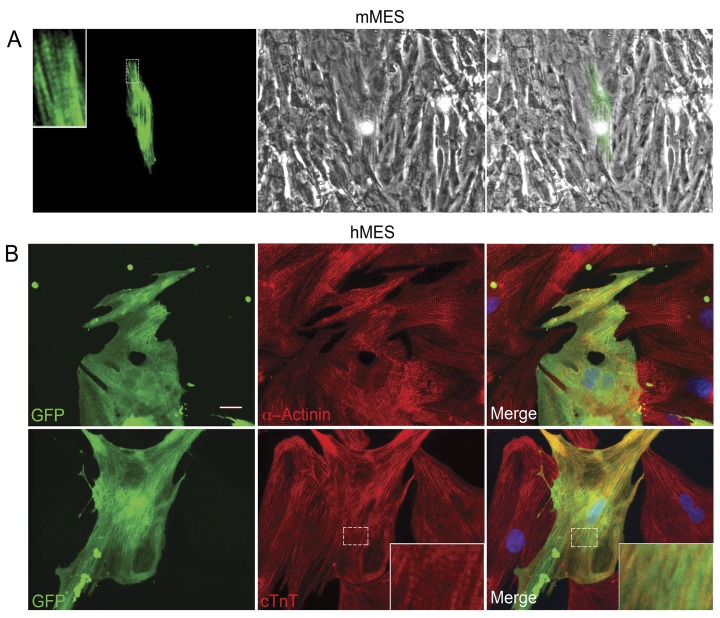
Bone marrow-derived MSCs in co-culture with cardiomyocytes. (A) A nascent cardiomyocyte derived from mMSCs of a βMHC-YFP genotype mouse at 8 days in co-culture with cardiomyocytes. The βMHC-YFP cell is pseudo colored green for visualization of the striations. Left panel shows novel endogenous expression of βMHC-YFP fluorescence along stress fibers and striations (magnified in insert). Middle panel shows surrounding rat cardiomyocyte. Merged images in right panel. (B) GFP-hMSCs co-cultured with cardiomyocytes for 16 days and immunostained for α-actinin or troponin T ([23] and Supporting Information S1). Acquisition of a differentiated cardiac phenotype is demonstrated in the inserts where cardiomyocyte striations are visible. Nuclear DAPI in blue. Scale bar = 20 µm.

The hMSCs pre-labeled with GFP or dsRed started expressing cardiac specific troponin T (cTnT) and alpha-actinin after 8–16 days in co-culture. These proteins could be seen by immunocytochemistry along striations and stress fibers of differentiating GFP-labeled hMSCs (Figure 1B). The number of GFP-labeled hMSCs in co-cultures that demonstrated expression of cTnT or alpha-actinin proteins by immunocytochemistry was calculated to be 21±0.2% (n = 3).

To confirm previous reports by us and others [23], [50], [51], [52], [53] that cell-cell contact with cardiomyocytes is the most likely initiator of differentiation of stem cells into a cardiac lineage we ruled out a role for paracrine or juxtacrine factors from the neonatal rat cardiomyocytes. Native hMSCs in monocultures which were exposed to a neonatal rat cardiomyocyte lysate showed no up-regulation in the expression of CAMTA1 or cardiac transcription factors (data not shown). Furthermore, the combination of growth factors that has been shown to enhance differentiation of embryonic stem cells into cardiomyocytes [54], [55], [56] did not induce any of the adult-derived stem cell lines to differentiate into cardiomyocytes (data not shown). Fusion with cardiomyocytes as the only mechanism for the stem cells acquisition of a cardiomyocyte phenotype was ruled out in stem cell monoculture studies (see below).

### Ca^2+^ Oscillations in hMSCs Co-Cultured with Cardiomyocytes

Line scanning confocal fluorescence microscopy was performed to record intracellular Ca^2+^ signals in hMSCs adjacent to cardiomyocytes in co-culture. Synchronous Ca^2+^ oscillations were detected in the stem cells that were adjacent to a neonatal cardiomyocyte as early as 24–48 hrs in the cytoplasm of approximately 1 in 10–20 hMSCs cardiomyocyte (Figure 2). The location and origin of each Ca^2+^ recording was verified by acquiring a 3D Z stack image through the cell’s depth. Ca^2+^ recordings were acquired from hMSCs and cardiomyocytes that were not overlapping. The hMSC Ca^2+^ oscillations were of the same frequency but lower amplitude than the Ca^2+^ transients in adjacent spontaneously contracting or paced cardiomyocytes. The duration of the novel Ca^2+^ oscillations in the hMSCs was 375– 400 ms, significantly shorter than the slow, endogenous Ca^2+^ transients in MSCs cultured alone [57]. Ca^2+^ oscillations were not detected in hMSCs seeded away from cardiomyocytes in the co-culture. Consistent with our findings in WB F344 cells co-cultured with cardiomyocytes [23], [25], these results suggest that cell-cell communication between hMSCs and cardiomyocytes might trigger the acquisition of oscillating Ca^2+^ signals in the stem cells.

**Figure 2:**
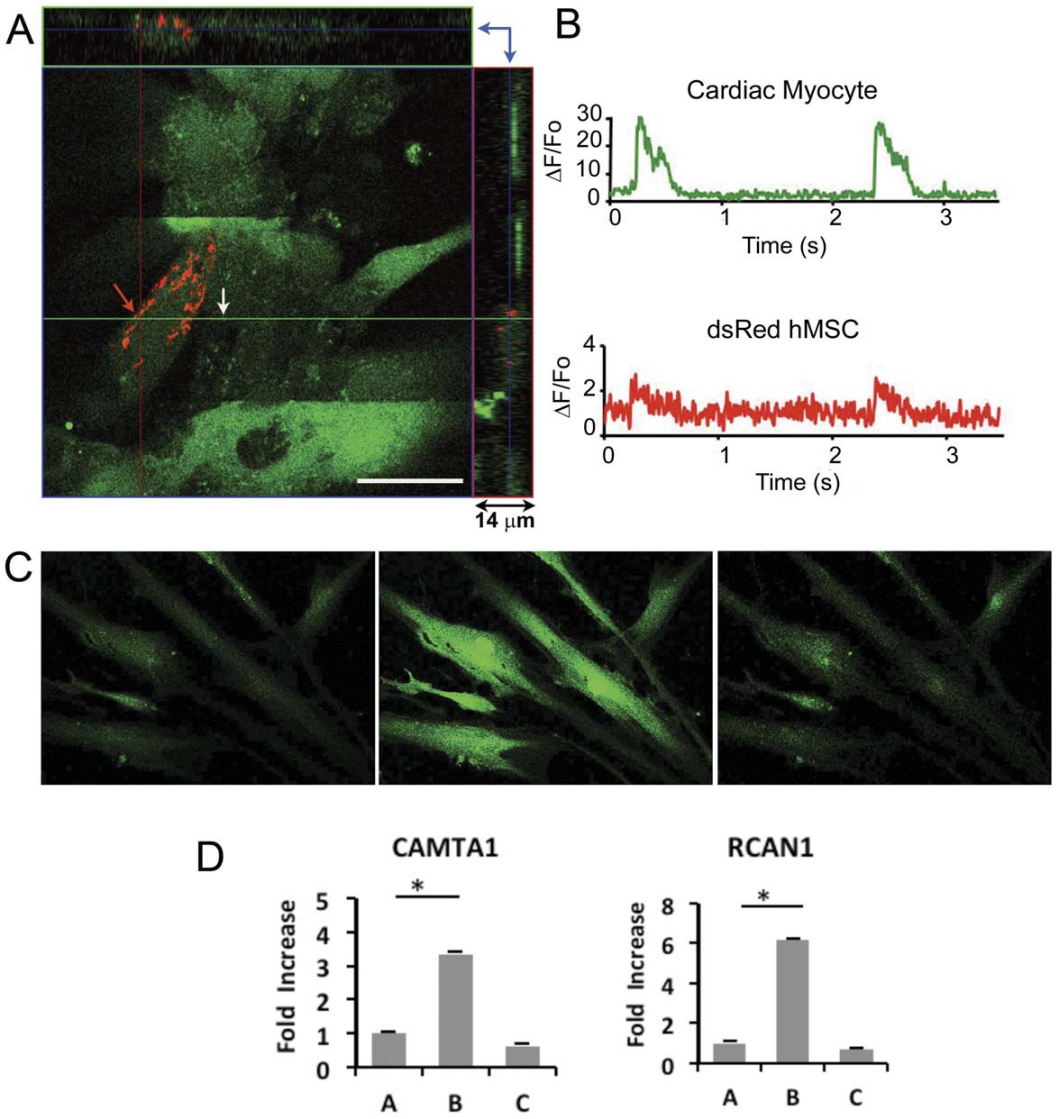
Intracellular Ca^2+^ signals acquired from a dsRed hMSC and neonatal cardiac myocyte, after 48 hrs in co-culture. (A) Illustrates the three dimensional distribution of hMSCs and cardiac myocytes in co-culture. The image shows a 1.0 µm confocal optical section from a 14 µm thick co-culture. The section shown corresponds to the regions indicated by the blue arrows, confirming that the cells were not overlapping (right upper quadrant). A line scan was acquired along the green horizontal line. Scale bar = 20 µm. (B) Using confocal line scan microscopy Ca^2+^ oscillations corresponding to the hMSCs (red arrow in A) and a cardiac myocyte (white arrow in A) were recorded. Top panel shows Ca^2+^ oscillations recorded in the cytosol of a cardiac myocyte, noted by the white arrow in A. Bottom panel shows perinuclear Ca^2+^ oscillation recorded from a young dsRed hMSC adjacent to a cardiac myocyte (red arrow in A). Note the difference in Ca^2+^ signal amplitude at this early time point. Ca^2+^ signals were recorded on a Zeiss laser scanning confocal microscope at room temperature. All cells were labeled with Fluo-4 AM. Cardiac myocytes were beating spontaneously. (C) Human MSCs response to ionomycin. Fluo-4 fluorescence measured in naive hMSCs in monoculture (left panel), 10 sec after the application of 1 µMol/L ionomycin (middle panel), and 60 sec after the application of 2 mMol/L EGTA (right panel). (D) Transcriptional response to ionomycin-induced intracellular calcium in hMSCs in monocultures. Human MSCs in monocultures were stimulated for 6 hrs with 0.6 µMol/L ionomycin. RT-qPCR from RNA harvested from A: Untreated, control hMSCs. B: hMSCs after 6 hr ionomycin stimulation, C: hMSCs stimulated for 6 hrs with ionomycin, washed, cultured in fresh medium and harvested after 24 hrs of ‘recovery’. Expression of CAMTA1 (left panel); RCAN (right panel). The bars show mean ± SEM, *p<0.05.

### Transcriptional Profiling of Co-Cultured Stem Cells

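Human mesenchymal stem cells (hMSCs) are adult stromal cells of the bone marrow that can give rise to bone, cartilage and fat cells. RNA was profiled from 3 cultures of dsRed hMSCs grown for 4 days with neonatal rat cardiomyocytes and from 3 control cultures of hMSCs in monoculture, with 1 array for each culture. The labels describe the 3 arrays of each group as biological replicates. Whether the control cells were also sorted is not given in the sources used here. Each array carries 54675 probe sets for human transcripts, and 54518 of them were tested after 62 control probe sets and 95 probe sets of XIST and Y-linked genes were left out. A probe set was detected (called Present by MAS5) for 45.2, 46.9 and 46.3% of the array in co-culture replicates 1, 2 and 3, and for 49.4, 46 and 46.9% in monoculture replicates 1, 2 and 3. The authors normalized the arrays by RMA and deposited log2 values centred on the median of each probe set, so that only differences between arrays remain. The level of each probe set was restored here from the deposited group means, and co-culture was compared with monoculture by limma with Benjamini-Hochberg adjustment and no fold minimum. Probe sets not Present on any array had a median log2 fold change of 0.08, and those Present on all 6 arrays one of -0.10. On simulated data with this spread, the comparison recovered 29.9% of probe sets changed 1.5-fold, 71.6% of those changed 2-fold and 93.9% of those changed 4-fold. The simulation changed only 200 of the 54518 probe sets, while the real comparison called 11204. The adjustment depends on that share, so these percentages do not give the recovery in the real data. The number of arrays limits the precision of each value.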

To uncover early transcription factors that have a role in stem cell commitment to a cardiomyocyte lineage, we performed a screening transcriptional expression microarray on hMSCs co-cultured for 4 days with cardiomyocytes, well before they acquired recognizable cardiac properties 8–16 days later. DsRed hMSCs were separated from the non-labeled cardiomyocytes using trypsinization buffers, and harvested with fluorescence activated cell sorting (FACS, see Methods). The RNA for the microarray analysis was prepared from three biologically separate samples of hMSCs co-cultured with cardiomyocytes for 4 days. 

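The largest rises in co-cultured hMSCs included 3 chemokine genes. INHBE, which encodes an inhibin beta subunit, rose by a log2 fold change of 5.69 (standard error 0.09), and HSPA6, an inducible heat shock protein of the HSP70 family, by 5.49 (standard error 0.23). CXCL2, CXCL8 and CXCL3, chemokines that attract neutrophils, rose by 5.43, 4.28 and 4.27. ATF3, a stress-induced transcription factor, rose by 4.72, VCAM1, a cell adhesion molecule, by 4.54, C11orf96, an open reading frame without an assigned function here, by 4.51 and CLDN1, a tight junction protein, by 3.89. IL1A, an inflammatory cytokine, was at least 12.9-fold higher on its brightest probe set, which was not detected in monoculture. Folds given as at least a value are ratios of the mean RMA levels and make no allowance for the spread between arrays. The largest falls included HHIP, an inhibitor of hedgehog signaling, at least 11.8-fold lower and not detected in co-culture, and DKK2, a Wnt modulator, at least 9.57-fold lower on its brightest probe set. CDH6, a cadherin, LYPD1, a GPI-anchored protein, and PALMD, a cytosolic paralemmin relative, were at least 7.79, 7.56 and 7.34-fold lower on their brightest probe sets, which were not detected in co-culture. TXNIP, a thioredoxin-binding protein, had a log2 fold change of -3.29, the matrix protease MMP3 one of -3.28, the transcription factors FOXQ1 and MEOX2 ones of -3.03 and -2.97, and STRIP2, a striatin-interacting protein, one of -2.93. The adjusted p of these 20 genes from limma with Benjamini-Hochberg adjustment ran from 4.7e-07 (INHBE) to 0.0011 (CXCL8). In all, 4861 probe sets were higher and 6343 lower at an adjusted p under 0.05 from the same test, of which 883 and 1101 changed at least 2-fold. By gene, with the brightest probe set of each of 19740 genes, 2150 were higher and 2855 lower. The 2 groups of arrays did not overlap for 40.4% of all probe sets, where chance gives 10%. Of the called probe sets, 1525 were not Present on any array. The 3'/5' ratio was higher in co-culture for the actin control and lower for the GAPDH control (log2 differences 0.18 and -0.04). A list of transcripts abundant in cardiomyocytes was shifted upward by camera (adjusted p = 0.0013, and adjusted p = 0.43 with an estimated correlation). Its median log2 fold change was 0.30, and of its 19 measured members 7 were higher, 5 of them not above background on any array. Rat RNA left after the sort and expression in the hMSCs cannot be told apart here. Without co-culture replicate 1, 2 or 3 the higher count was 3180, 2768 or 2657, and without co-culture replicate 2 or 3 the lower count was 3940 or 3485.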

The results from the microarray (NCBI-GEO data base accession number GSE32171) demonstrated significant up-regulation in the expression of two Ca^2+^-dependent factors, CAMTA1 and RCAN1. The expression of CAMTA1 was negligible in naive hMSCs but showed a significant 5.5 fold up-regulation (p≤0.0321) after they were co-cultured with cardiomyocytes. In contrast, CAMTA2, expressed a priori in the hMSCs, did not significantly change when the stem cells were co-cultured with cardiomyocytes. 

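CAMTA1, a calmodulin-binding transcription activator, is measured by 6 probe sets on the array, of which 3 were higher in co-culture and 3 did not pass the test. Probe set 1555370_a_at rose 5.81-fold, from a log2 level of 5.27 ± 0.34 (SD, n = 3 arrays) in monoculture to 7.81 ± 0.54 (SD, n = 3) in co-culture, and was Present on all arrays of both groups. Probe set 213268_at was not detected on any monoculture array and was at least 5.17-fold higher in co-culture. This bound is the ratio of the mean RMA levels and makes no allowance for the spread between arrays. Probe set 227328_at, Present on all 6 arrays, rose by a log2 fold change of 0.68 (standard error 0.12). Probe sets 225693_s_at and 225692_at, also Present on all 6 arrays, had log2 fold changes of 0.52 (standard error 0.26) and 0.35 (standard error 0.26), and 241882_at was not above background on any array. The adjusted p from limma with Benjamini-Hochberg adjustment was 0.00077 for 1555370_a_at, 0.00082 for 213268_at, 0.0075 for 227328_at, 0.2 for 225693_s_at and 0.39 for 225692_at. Every co-culture array was above every monoculture array for 1555370_a_at, 213268_at, 227328_at and 225693_s_at. The levels of 225692_at and 225693_s_at in monoculture replicate 1 were 10.83 and 10.89, against 11.88 to 11.92 in the other monoculture arrays, and without that array their log2 fold changes were -0.01 and 0.18. The methods' t-test on all probe sets ended the calls of 1555370_a_at, 213268_at and 227328_at (adjusted p = 0.082, 0.1 and 0.13), and MAS5 signals ended that of 227328_at (adjusted p = 0.097) and put the fold of 1555370_a_at at 9.42.

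**Figure D1:**
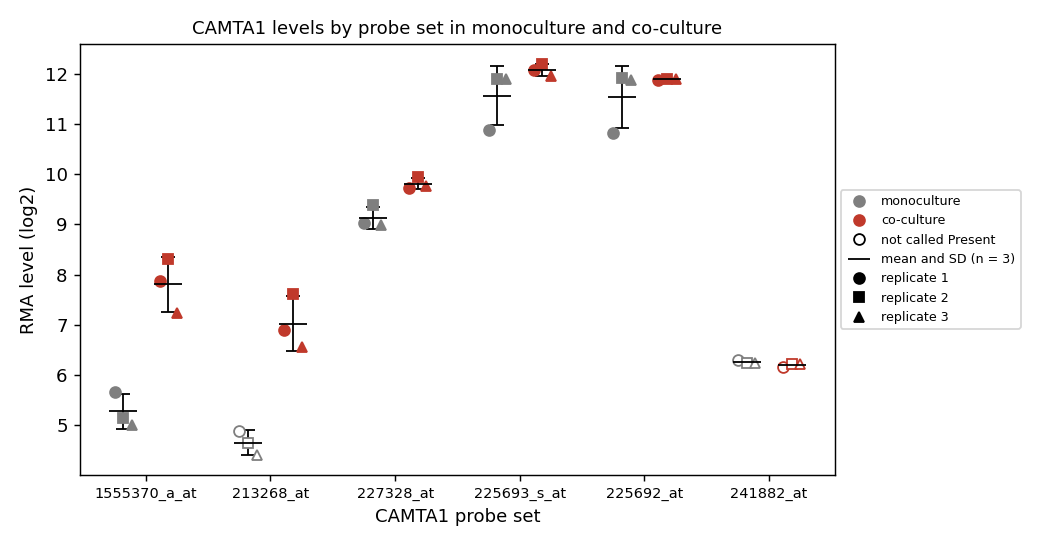
RMA level (log2, vertical axis) of the 6 CAMTA1 probe sets (horizontal axis) on the 3 monoculture arrays (grey) and the 3 co-culture arrays (red), with the marker shape giving the replicate, open markers an array on which MAS5 did not call the probe set Present, and black lines the mean and SD. Probe sets 1555370_a_at and 213268_at lie higher on every co-culture array, and 225692_at and 225693_s_at lie near 12 in both groups apart from monoculture replicate 1.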

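CAMTA2, the paralog of CAMTA1, was measured by 1 probe set, 212948_at, and was detected on all 6 arrays. Its log2 level was 9.22 ± 0.17 (SD, n = 3 arrays) in monoculture and 10.17 ± 0.03 (SD, n = 3) in co-culture, a 1.93-fold rise. The log2 fold change of CAMTA2 was 0.95 (standard error 0.1, adjusted p = 8e-04 from limma with Benjamini-Hochberg adjustment), and each co-culture array was above each monoculture array. In the authors' deposited table CAMTA2 has a fold of 1.88 and a p-value of 0.0453. The call of CAMTA2 ended with the methods' t-test on all probe sets (adjusted p = 0.11), but not with the 1.2-fold minimum that the paper's methods set.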

The microarray also showed that the expression of RCAN1 was significantly up-regulated by 4 fold (p≤0.008) in the hMSCs 4 days after they were co-cultured with neonatal cardiomyocytes (Figure 2D). 

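RCAN1, a regulator of calcineurin, was among the detected genes that rose in co-culture. Its probe set 208370_s_at rose 4.22-fold, from a log2 level of 11.47 ± 0.09 (SD, n = 3 arrays) in monoculture to 13.55 ± 0.08 (SD, n = 3) in co-culture. A second RCAN1 probe set, 215253_s_at, rose 3.92-fold, from 8.81 ± 0.1 (SD, n = 3) to 10.78 ± 0.22 (SD, n = 3). Probe set 215254_at was not above background on any array. The log2 fold changes of the 2 detected probe sets were 2.08 (standard error 0.09, adjusted p = 2.2e-05) and 1.97 (standard error 0.12, adjusted p = 7.9e-05) by limma with Benjamini-Hochberg adjustment. In both, the lowest co-culture array was above the highest monoculture array. The call of 215253_s_at was lost with the methods' t-test on all probe sets (adjusted p = 0.056). From its RT-qPCR time course (Figure 3), the paper proposes that signaling through CAMTA1 and, indirectly, through calcineurin and NFAT may come early as stem cells begin to commit to a cardiomyocyte phenotype.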

As the focus of this study was to investigate the role of CAMTA1 in the early induction of cardiac transcription factors expression in adult-derived stem cells, we did not examine at this stage, the hierarchal relationship between CAMTA1 and RCAN1 in this developmental process. Rather, we used and monitored the expression of RCAN1 along with that of CAMTA1 as a reference for a Ca^2+^ signal response in the stem cells. 

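Several genes known as targets of calcineurin and NFAT, the phosphatase and the transcription factors that it activates, were higher in co-cultured hMSCs. Beside RCAN1 these were the chemokine CXCL8, the cytokine IL6 (log2 fold change 2.96, standard error 0.12), the prostaglandin synthase PTGS2 (2.03, standard error 0.14), the nuclear receptors NR4A2 (2.00) and NR4A1, and VEGFA (0.72), an angiogenic growth factor. TNFSF11, the RANK ligand, was lower on a probe set detected on 2 monoculture arrays and no co-culture array. The cytokines IL2, IL4, TNF and FASLG, targets in T cells, were not above background on any array. Of 16 measured targets, 7 were higher, 1 was lower and 8 did not pass the test, and 8 were higher and 1 lower when adjusted over the list alone. The list as a whole was shifted upward by camera (adjusted p = 0.0057), a call that was lost with an estimated correlation (adjusted p = 0.37 with an estimated correlation) and without the probe sets that can match several transcripts (2 of 12 higher, adjusted p = 0.31). No target was lower with MAS5 signals, and the filters on Present calls leave TNFSF11 out. CXCL8, IL6 and PTGS2 are also on the list of inflammatory genes. Members of the pathway itself were called in both directions. Of 25 calcineurin, NFAT and Ca2+/calmodulin effector genes, 4 were higher, 3 were lower and 18 did not pass, with the same counts of 4 and 3 when adjusted over the list alone (camera adjusted p = 0.67, and adjusted p = 0.74 with an estimated correlation). NFATC1 (log2 fold change 0.56) and the calcineurin subunit PPP3CC (0.56) were higher, and the calcineurin subunit PPP3CA (-0.47), CAMK2G (-0.34) and the kinase CAMK2D (-0.85, standard error 0.12) were lower. NFATC2 was not above background on any of its probe sets. These calls are at an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment over all probe sets. NFATC1 did not pass with MAS5 signals (adjusted p = 0.053 from the same test), nor CAMK2D with quantile-normalized MAS5 signals (adjusted p = 0.067). The count of lower pathway genes was 1 without co-culture replicate 2 or 3 and with MAS5 signals, and 0 with quantile-normalized MAS5 signals.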

RCAN1 is a direct target of the Ca^2+^/calcineurin-NFAT signaling pathway [43] and its up-regulation suggests involvement of this signaling pathway in the hMSCs co-cultured with cardiomyocytes. The results of the microarray were confirmed by RT-qPCR using RNA from dsRed or GFP-labeled hMSCs and from dsRed-labeled liver stem cells. As both cell types expressed fluorescent proteins, they were FACS harvested after 2 and 4 days in co-culture with neonatal rat cardiomyocytes (Figure 3). Using species specific primers (Table S2) the reactions were carried out in triplicate on RNA isolated from sorted fluorescent stem cells in co-cultures.

**Figure 3:**
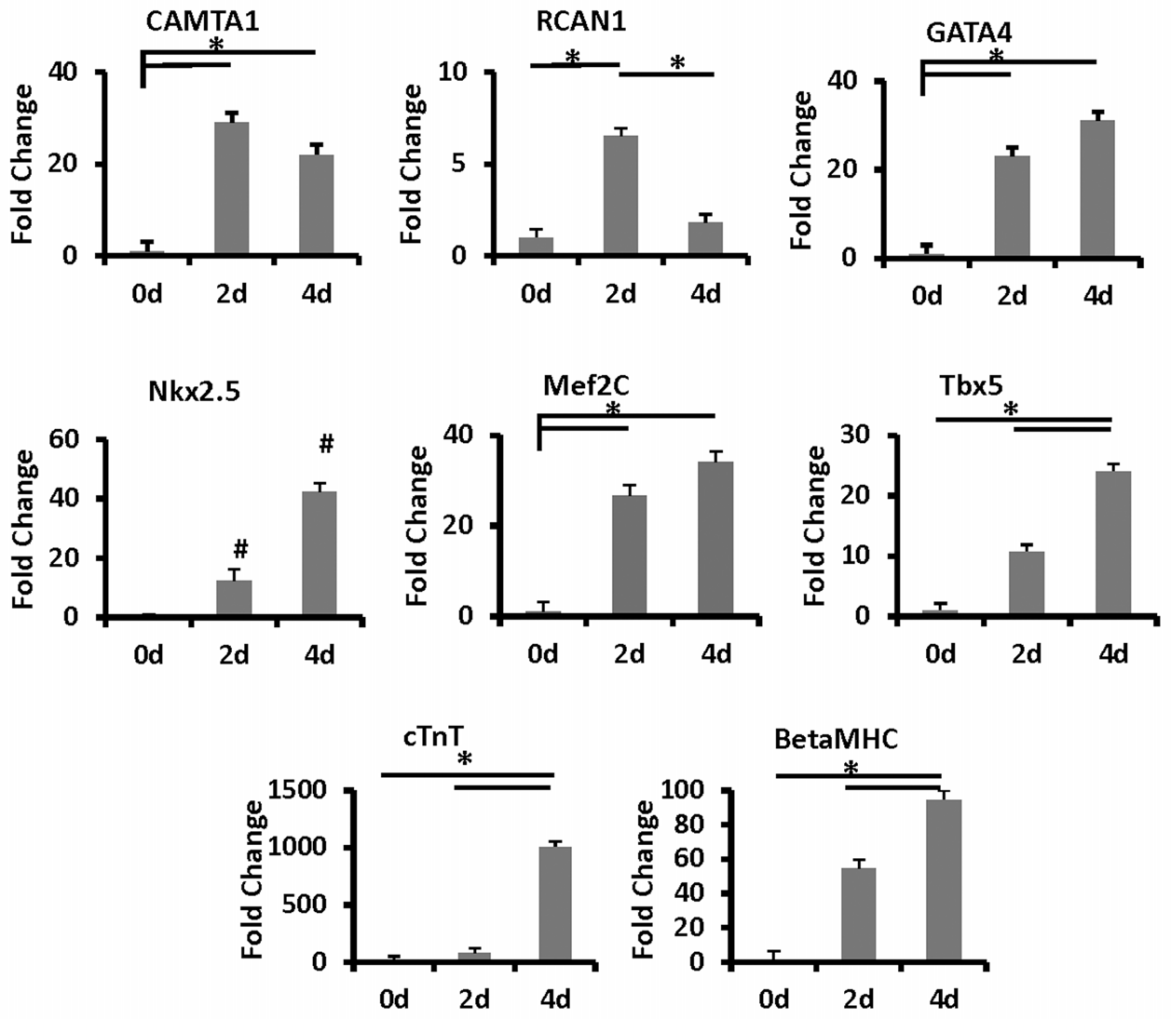
Time course of RNA expression levels of cardiac transcription factors and contractile protein genes in hMSCs co-cultured with rat neonatal cardiomyocytes. Control levels of CAMTA1, RCAN1, GATA4, Nk×2.5, Mef2c, Tb×5, cTnT, and BetaMHC in the stem cells in monoculture at day 0 (0d), or co-cultured with cardiomyocytes for 2 days(2d) and 4 days (4d). The bars show mean ± SEM, *p<0.05. # denotes novel expression in Nkx2.5.

RT-qPCR was also used to monitor the expression of cardiac specific transcription factors and contractile protein genes and the early progression of the stem cell commitment and their differentiation to a myocardial lineage (Figure 3). Whereas the expression of CAMTA1 and RCAN1 reached their peak expression at about 24 hr in co-culture, the expression of other cardiac specific transcription factors, Nk×2.5, Tb×5, Mef2C and GATA4 and the contractile protein genes, βMHC and cTnT began to rise soon after and continued to increase 2 days later (Figure 3). These results suggest that signaling through CAMTA1 and indirectly Ca^2+^/calcineurin/NFAT may be early events in the initiation of stem cell commitment into a cardiomyocyte phenotype. Up-regulation in the expression of CAMTA1 and RCAN1 was associated with nuclear localization, demonstrated by immunocytochemistry of CAMTA1 and NFAT2C proteins in the co-cultured hMSCs (Figure 4). NFAT in combination with other transcription factors is believed to orchestrate expression of cardiogenic and other developmental genes [36], [43], [44], [45], [58], [59], [60], [61], [62] and our data indicates that CAMTA1, in adult-derived stem cells, contributes to this process.

**Figure 4:**
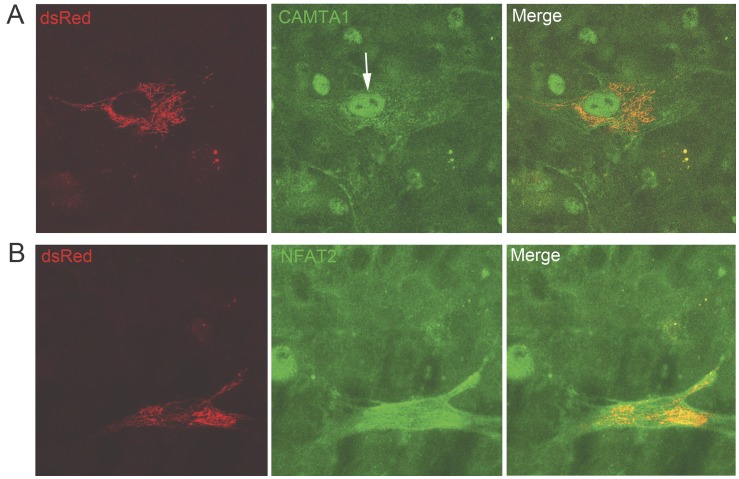
Protein localization by immunocytochemistry in hMSCs co-cultured with cardiomyocytes for 48 hours. Left panels show dsRed-hMSCs, middle panels show CAMTA1 or NFAT protein localization. Right panels show merged images. (A) Novel expression of CAMTA1 protein is demonstrated in the nucleus of a dsRed hMSCs co-cultured with rat cardiomyocytes (arrow in middle panel). Rat cardiomyocytes (small nuclei in the background) a priori express CAMTA1. Note the larger human nucleus of the hMSCs compared to the size of the rat nuclei in the background. (B) Novel NFAT2c protein expression in an hMSC co-cultured with cardiomyocytes. NFAT2c is localized throughout the hMSC including the nucleus of the hMSC. NFAT2c was not detected in the nucleus in naïve hMSCs.

We queried the microarray as to the status of the “pluripotent” factors [4], [5], [10]: Oct4, Sox2, c-Myc, and KLF4, LIN28 and NANOG to determine whether the stem cells underwent reprogramming into a pluripotent state before they acquired a myocardial fate. 

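MYC and KLF4, transcription factors used in reprogramming, were detected in hMSCs and were higher in co-culture. MYC (202431_s_at) rose 2.26-fold, from a log2 level of 10.96 ± 0.05 (SD, n = 3 arrays) to 12.13 ± 0.1 (SD, n = 3). KLF4 rose 1.81-fold on 221841_s_at, from 11.83 ± 0.36 (SD, n = 3) to 12.68 ± 0.1 (SD, n = 3), and 1.97-fold on 220266_s_at. NANOG and LIN28A were not above background on any array. Of the 4 SOX2 probe sets, 228038_at was Present on 2 co-culture and 3 monoculture arrays, with a log2 fold change of -0.03 (standard error 0.11). SOX2 probe set 213721_at was Present on 1 co-culture and 2 monoculture arrays, with a log2 fold change of -0.02 (standard error 0.11). The other SOX2 probe sets, with the brightest among them, were not above background. POU5F1 (Oct4) is measured only by a probe set shared with other genes and is given no value. The adjusted p from limma with Benjamini-Hochberg adjustment was 0.00016 for MYC and 0.01 and 0.015 for the KLF4 probe sets. Of the 5 factors with a value, 2 were higher and none was lower, also when adjusted over the list alone (camera adjusted p = 0.083, and adjusted p = 0.47 with an estimated correlation), and the list passed with the mean of all probe sets of a gene (camera adjusted p = 0.034). KLF4 on 221841_s_at did not pass with quantile-normalized MAS5 signals (adjusted p = 0.062), with the methods' t-test (adjusted p = 0.082) or without co-culture replicate 3 (adjusted p = 0.052). On 220266_s_at it did not pass with MAS5 signals (adjusted p = 0.18), the methods' t-test (adjusted p = 0.091) or without co-culture replicate 2 or 3 (adjusted p = 0.067 and 0.051). In a wider list of 18 pluripotency genes, 4 were higher and none was lower, also when adjusted over the list alone. Beside MYC and KLF4 these were KLF5, at least 2.57-fold higher on a probe set not detected in monoculture, and KLF2 (log2 fold change 0.90), and 12 of the 18 were not Present on any array. The list was shifted upward by camera (adjusted p = 0.0066, and adjusted p = 0.37 with an estimated correlation), but not without the probe sets that can match several transcripts (adjusted p = 0.12). MYC and KLF4 are also on the list of immediate early genes.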

With the exception of c-Myc, none of these factors were significantly changed in the hMSCs co-cultured with cardiomyocytes. On the other hand, as reprogramming of stem cells is reported to be associated with chromatin remodeling [14], [63], [64], [65], [66], [67], [68] the expression of BRG1, BRM and BAF 57, members of the SWI/SNF chromatin remodeling complex, was significantly downregulated in hMSCs co-cultured for 4 days with cardiomyocytes suggesting that these adult-derived stem cells underwent a relative withdrawal from an unstable “stemness” state (Table S1).

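BRG1 (SMARCA4) and BRM (SMARCA2), the ATPases of the SWI/SNF complex, and its subunits BAF57 (SMARCE1) and SMARCB1 were lower in co-cultured hMSCs. On the brightest probe set of each, SMARCA4 had a log2 fold change of -0.92 (standard error 0.09), SMARCA2 one of -0.61 (standard error 0.11), SMARCB1 one of -0.56 (standard error 0.1) and SMARCE1 one of -0.53 (standard error 0.09). SMARCE1 was also lower on 211989_at (-0.52), 229511_at (-0.99) and 236016_at (-1), SMARCA2 on 206544_x_at (-0.94) and 217707_x_at (-0.52), and SMARCA4 on 214728_x_at (-0.73), 215714_s_at (-0.73), 213720_s_at (-0.59) and 212520_s_at (-0.53). Detected probe sets that did not pass were 1569073_x_at of SMARCA4 (0.27) and its 208793_x_at, which was detected in monoculture alone, 206543_at and 212257_s_at of SMARCA2 (-0.59 and -0.34) and 206532_at of SMARCB1 (0.13, standard error 0.19). The adjusted p from limma with Benjamini-Hochberg adjustment for the brightest probe sets was 0.00041, 0.0061, 0.0059 and 0.0066 in that order. The fall of SMARCA2 on 206542_s_at did not pass with MAS5 signals (log2 fold change -0.33, adjusted p = 0.59), nor that of SMARCE1 on 211989_at with quantile-normalized ones (adjusted p = 0.065). With the methods' t-test on all probe sets none of the 4 passed on its brightest probe set (adjusted p = 0.064 for SMARCA4, 0.087 for SMARCA2 and SMARCB1 and 0.076 for SMARCE1), while SMARCA4 passed on 214728_x_at (adjusted p = 0.029). With the 1.2-fold minimum that the paper's methods set, the brightest probe sets of SMARCA2 and SMARCB1 passed (adjusted p = 0.032 each). So did 214728_x_at of SMARCA4 (0.01) and 229511_at and 211989_at of SMARCE1 (0.027 and 0.02), but not 236016_at of SMARCE1. The brightest probe sets of SMARCA4 and SMARCE1 are called in the authors' deposited table, with p-values of 0.0317 and 0.032. All 4 of these genes were lower, also when adjusted over the list alone (camera adjusted p = 0.0022, adjusted p = 0.37 with an estimated correlation, and adjusted p = 0.42 without the probe sets that can match several transcripts), but the list holds the genes that the paper's Table S1 gives from these same samples, so the count is not independent evidence of the direction. Other subunits were measured as well. Of 25 SWI/SNF subunits, 5 were lower, 2 were higher and 18 did not pass, and 5 were lower and 4 higher when adjusted over the list alone. The fifth lower subunit was DPF2 (log2 fold change -0.35). PHF10, a subunit of the PBAF form, was higher (0.74, standard error 0.1), as was DPF3 on a probe set that was not above background on any array. SMARCC1 and SMARCC2, core scaffold subunits, had log2 fold changes of -0.08 and -0.04. The count of higher subunits was 4 with array weights or the mean of all probe sets of a gene and 1 without co-culture replicate 1 or 3 or monoculture replicate 2, and no subunit passed on its brightest probe set with the methods' t-test on all probe sets. The list was not called by camera (adjusted p = 0.32, and adjusted p = 0.52 with an estimated correlation). Of 30 other chromatin remodellers and modifiers, 2 were higher and 4 lower, also when adjusted over the list alone (camera adjusted p = 0.87, and adjusted p = 0.94 with an estimated correlation). DNMT1, the maintenance DNA methyltransferase, was lower (log2 fold change -1.32, standard error 0.12), as were the histone deacetylase HDAC4 (-0.65), the Polycomb subunit EED (-0.54) and CHD3, while the histone demethylase KDM5B (0.49) and the deacetylase SIRT1 (0.46) were higher. Without co-culture replicate 3, 1 was higher and 1 lower, and HDAC4 and EED did not pass (adjusted p = 0.053 and 0.072 from limma with Benjamini-Hochberg adjustment). The count of higher genes was also 1 without co-culture replicate 1 or 2 or monoculture replicate 2, and 4 without monoculture replicate 3, and 1 was lower with MAS5 signals.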

### Increased Intracellular Ca^2+^ in Stem Cells Cultured Alone Leads to Up-regulated Expression of Transcription Factors

The role of increased [Ca^2+^]_i_ on the expression of transcription factors was examined in all three types of stem cells in monocultures, without the benefit associated with co-cultured cardiomyocytes. The [Ca^2+^]_i_ increase was induced with 0.6 µMol/L of the Ca^2+^ ionophore, ionomycin added to the culture medium. The increase in global Ca^2+^ concentration was monitored with the fluorescent Ca^2+^- sensitive fluoroprobe, Fluo-4 (Figure 2C). Under this condition, the expression of CAMTA1 and RCAN1 was significantly up-regulated within 6 hrs after introduction of the ionophore in all three types of stem cells (Figure 2D). Interestingly, the transcriptional level of other family members namely, CAMTA2 and RCAN3 was unchanged under these conditions, suggesting their independence from Ca^2+^ signaling in the stem cells. Twenty-four hours after termination of the Ca^2+^ signaling the expression of these transcription factors returned to baseline levels (Figure 2D). We attribute the sustained expression of these factors in the stem cells co-cultured with cardiomyocytes to the continuous Ca^2+^ oscillations in the stem cells while in physical contact with cardiomyocytes.

The expression of the transcription factors Mef2C and GATA4, was also up-regulated with increase in [Ca^2+^]_i_ in the MSCs in monocultures exposed to ionomycin (Figure 5). The latter finding of Ca^2+^-dependent up-regulation in the expression of the cardiac transcription factors Mef2C and GATA4 in the hMSC in monocultures argues against fusion of the stem cells with surrounding cardiomyocytes as the only mechanism for adult-derived stem cell commitment to myocardial lineage.

**Figure 5:**
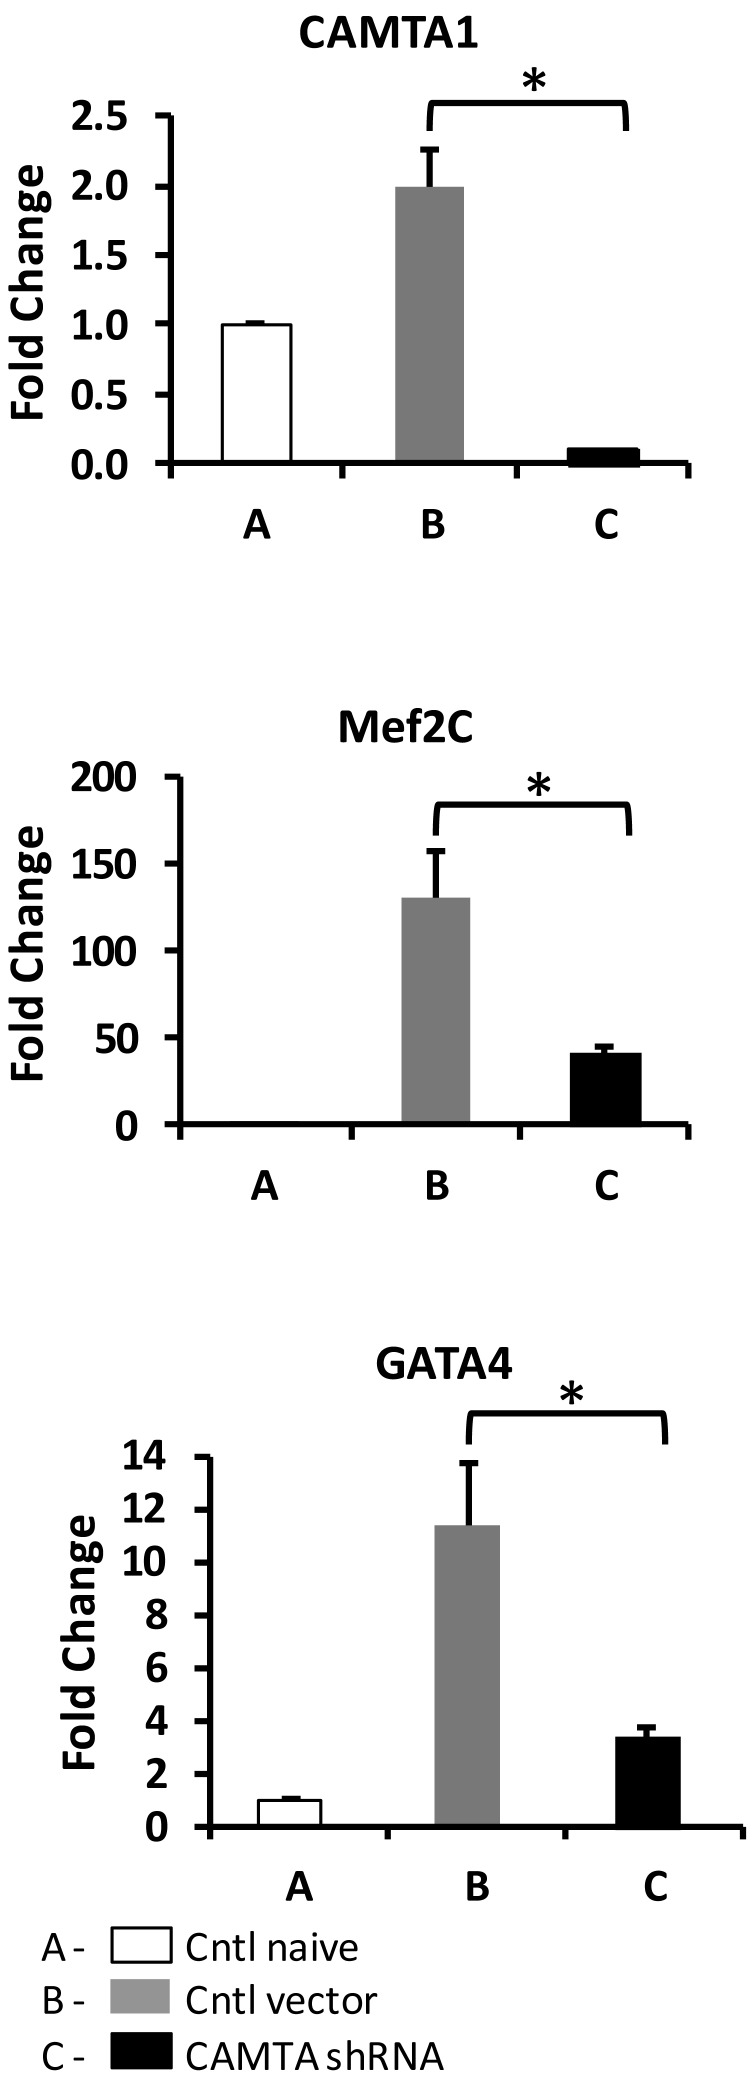
Regulation of expression of cardiac transcription factors following the minimization of CAMTA1 expression in hMSCs monocultures. Human MSCs were pre-transduced with specific lentiviral vectors 24 hrs before the up-regulation of CAMTA1 expression was induced with ionomycin. A: control, naive hMSCs grown in monoculture, B: hMSCs pre-transduced with a GFP-lentiviral vector, then stimulated with ionomycin. C: hMSCs pre-transduced with CAMTA1 shRNA lentiviral vector, then stimulated with ionomycin. The graphs illustrate expression of the transcription factors CAMTA1, Mef2C, and Gata4. Note condition B shows increased expression of Mef2C and Gata 4 with increased CAMTA1 expression. With minimization of CAMTA1 expression (condition C) expression of Mef2C and Gata4 was significantly decreased (see Figure 2D for CAMTA1 control). The bars show mean ± SEM, *p<0.05.

### A Role for CAMTA1 in Stem Cell Differentiation

That CAMTA1 has a role in stem cell commitment to a cardiac lineage was investigated in loss-of function studies. Human CAMTA1 shRNA lentiviral particles were pre-transduced in the hMSCs to minimize the ionomycin/Ca^2+^-induced up-regulation of CAMTA1 expression. These studies were first established in hMSC monocultures where CAMTA1 expression could be acutely induced with ionomycin (Figure 2D and Figure 5, CAMTA 1, condition B). Two days after the stem cells in monocultures were pre-transduced with CAMTA1 shRNA they were exposed to 0.6 µMol/L ionomycin for 6 hrs. RNA was isolated from all samples for RT-qPCR. HMSCs pretreated with CAMTA1 shRNA showed attenuated expression of Mef2C and GATA4 as well as that of CAMTA1 after ionomycin treatment (Figure 5).

As the hMSCs did not survive long enough in coculture to allow activation of a cardiac gene program (i.e. 4 days) after they were transduced with the transfecting reagents, we used the liver stem cells (WB F344) to examine the effects of minimizing CAMTA1 expression on activation of a cardiac program in co-cultured stem cells. This cloned rat liver stem cell line is more resilient to transfection and the activation of a cardiac program is earlier (2 days) than that in the hMSCs (greater than 4 days) in co-culture. DsRed WB F344 stem cells were pre-transfected with a pool of human CAMTA1 siRNAs before they were added to the cardiomyocytes. Only one of the human CAMTA1 siRNA sequences in the siRNA pool was identical to that of the rat. A generic GFP labeled fluorescent siRNA was used to calculate the transfection efficiency to be 80%. After two days in co-culture with cardiomyocytes, the pre-transfected stem cells were harvested for RNA extraction and RT-qPCR. CAMTA1 siRNA pre-transfected for 48 hrs in the dsRed stem cells caused significant decrease in CAMTA1 expression after they were co-cultured for 2 days with cardiomyocytes compared with stem cells that were co-cultured with cardiomyocytes but not pre-transfected with CAMTA1 siRNA (Figure 6). This was associated with down-regulation in expression of cardiac specific transcription factors, myocardin, and Nkx2.5 but not that of CAMTA2. The expression of the cardiac contractile genes, cTnT and βMHC was also decreased in the pre-transfected stem cells in co-culture (Figure 6). Together these results suggest an important role for CAMTA1 in the activation of a cardiac gene program in the stem cells.

**Figure 6:**
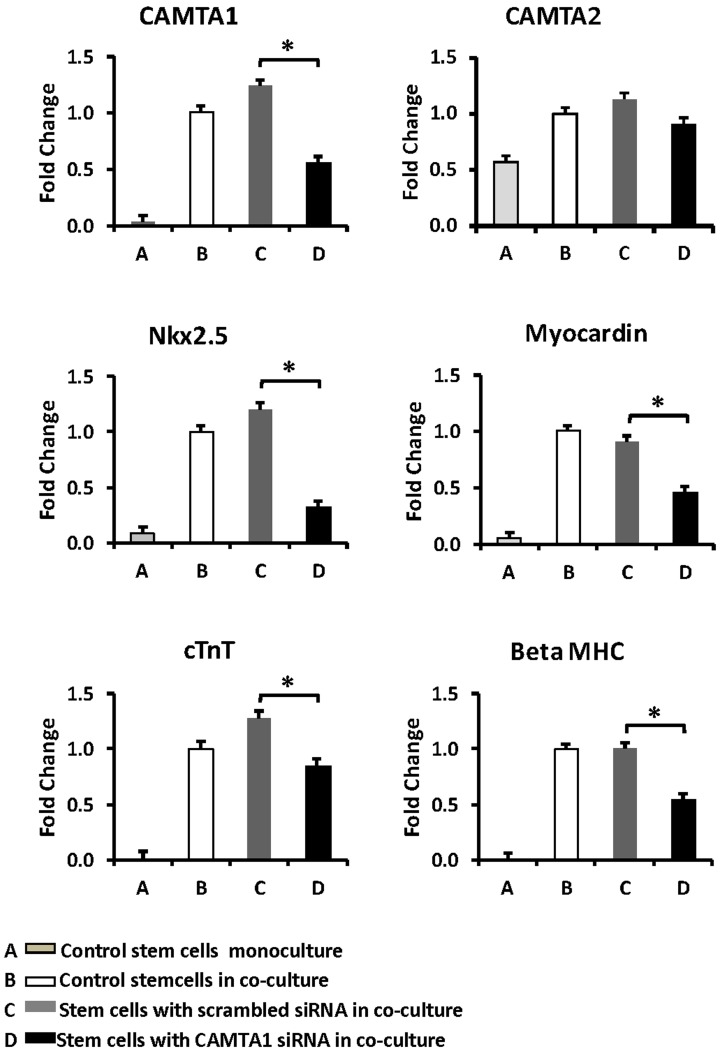
Regulation of cardiac transcription factors in liver stem cells co-cultured with cardiomyocytes after minimizing CAMTA1 expression. Except for the control conditions (A and B) the stem cells were pre-transfected with specific siRNA 24 hrs before they were added to the co-culture with cardiomyocytes. A: control, naive stem cells in monoculture for 72 hrs. B: naive stem cells cultured for 24 hrs, then co-cultured with cardiomyocytes for 48 hrs. C: Stem cells pre-transfected with a scrambled siRNA 24 hrs before they were co-cultured for 48 hrs with cardiomyocytes. D: Stem cells were pre-transfected with a human pool of CAMTA1 siRNAs for 24 hrs before they were co-cultured for 48 hrs with cardiomyocytes. The graphs illustrate expression of the transcription factors CAMTA1, CAMTA2, Nk×2.5, Myocardin, cTnT and BetaMHC. A significant decrease in the expression of transcription factors Nkx2.5, Myocardin, cTnT and BetaMHC were measured when CAMTA1 expression was minimized. Note that no significant change in CAMTA2 expression was observed. The bars show mean ± SEM, *p<0.05.

## Discussion

Our study was designed to uncover new and early endogenous transcription factors that may have a role in directing adult-derived stem cell to activate a cardiac gene program. Our results suggest that a Ca^2+^- dependent signaling pathway that includes significant up-regulation in expression of CAMTA1 and RCAN1 is an early event in the induction of a myocardial gene program in the stem cells. We focused exclusively on CAMTA1 regulation by intracellular calcium concentration because of the novelty of our results in mammalian cells and similar findings in plants where the CAMTA1 gene product is believed to be an integrator between stress-induced intracellular Ca2+ increase and expression of genes that allow the plant to adapt to its environment [38], [39], [40], [41], [42]. We used the expression of RCAN1, also up-regulated in our system, to monitor a parallel response to a Ca2+ signal. While the role of the Ca^2+^/calcineurin/NFAT/RCAN1 pathway has been extensively studied in the adult heart and in development [30], [35], [36], [43], [44], [45], [58], [59], [60], [61], [69] the role for CAMTA1 proposed in embryonic cardiac development was never tested [42]. The CAMTA gene family is a family of activator/repressor transcription factors with a broad range of functions conserved in multicellular organisms [38], [39], [40], [41], [42]. As a response to a Ca^2+^ signal, the functional activity of CAMTA depends on its binding to the ubiquitous calmodulin in the cell, targeting downstream effectors, while its transcriptional role is determined through its nuclear interaction with other transcription factors [39] and a conserved CG-1 DNA binding domain [40], [41]. Two homologous CAMTA genes have been reported in mammalian heart [42]. CAMTA1, a putative tumor suppressor candidate [70], is suspected to have a role in embryonic cardiac development mediating the functions of transcription factors in the developing heart [42]. CAMTA2 shows expression after birth, is a potent co-activator of the cardiac specific transcription factor Nk×2.5, and is involved in cardiac hypertrophy [42]. The CAMTA1 allele in humans is located in the distal portion of the short arm of chromosome 1q3.6 [71], [72]. Spontaneous deletion of this subtelomeric chromosomal region in patients with the so-called “1p3.6 Deletion Syndrome” is associated with heart malformations and other cardiomyopathies in over 71% of cases [71], [72]. Coupled with our findings and those of Song et.al. [42] it is tempting to speculate that as a response to Ca^2+^ signaling, CAMTA1 may have a role in cardiogenesis in that deletion of the 1p36 chromosomal region may underlie the causation of cardiac abnormalities in some patients.

Interestingly, The CAMTA1 null mouse is embryonic lethal (Personal communication, Eric Olson) in contradistinction to that of RCAN1 (DSCR) where the null mouse exhibits no overt phenotype in the absence of stress [73]. The mechanisms underlying the lethality in the CAMTA1 null mouse are not known.

The authors queried the GEO Microarray Database attempting to elucidate a role for CAMTA1 in mammalian cells other than in the developing heart [42] and stem cell-derived cardiomyocytes as suggested by our findings. We found in the GEO Microarray Database (GDS814, GDS2387) that the expression of CAMTA1 is up-regulated and expressed as a sharp spike during the 1-cell stage embryo after fertilization of the oocyte. This coincides temporally with the well known increase in intracellular Ca^2+^ once the sperm fuses with the oocyte plasma membrane during fertilization [74]. Though a cause and effect are not linked in these reported studies, our present findings suggest that a single ionomycin-induced Ca^2+^ pulse in the stem cells cultured alone activates a transient expression of CAMTA1. Twenty four hours after termination of the Ca^2+^ signal the expression of CAMTA1 becomes down regulated to baseline levels (see Figure 2D). The sustained high level of CAMTA1 expression in the stem cells co-cultured over 4–16 days with cardiomyocytes is thought to be the result of continuous Ca^2+^ spikes oscillating in the stem cells while in physical contact with cardiomyocytes.

### Ca^2+^ Signal Response

Intracellular Ca^2+^ binds to calmodulin and activates among other pathways the Ca^2+^-dependent-calcineurin/NFAT signaling pathway [43], [69]. In a feedback loop NFAT activates the expression of RCAN1, an inhibitor of calcineurin, to protect the cells from unrestrained calcineurin activity [43], [44] where Ca^2+^ signals in the form of Ca^2+^ oscillations more efficiently elicit nuclear transcriptional responses [26], [27], [31], [37], [58]. Similarly our data suggest that as a response to Ca^2+^ signals in the stem cells, up-regulation of CAMTA1 expression contributed to the induction of the transcriptional program that directs a stem cell into a myocardial lineage [62], [75].

### Cell-Cell Communication

We and others have reported that cell-cell communication between the stem cells in co-culture with cardiomyocytes provides the necessary event/s including initiation of Ca^2+^ signaling that induce the stem cells to acquire a cardiac phenotype [23], [50], [51], [52], [53]. This is supported by our previously reported results showing that myocardial genes in the stem cells are not upregulated when the cardiomyocyte membranes are partially depolarized with the voltage-dependent Ca^2+^ channel antagonist, Nifedipine [23]. Nifedipine inhibits the Ca^2+^ transients in the cardiomyocytes, as well as the corresponding Ca^2+^ oscillations in the adjacent stem cells and is associated with a decrease in the expression of cardiac genes in the stem cells [23]. As reported by others [76] we examined the possibility that exocrine factors contributed to the differentiation of the mesenchymal stem cells into a cardiac lineage. We incubated the stem cells in a monoculture with a neonatal cardiomyocyte lysate. We found in this study as we reported previously [25] that naïve stem cells did not express CAMTA1 or cardiac transcription factors when exposed to a cardiac lysate or separated from the cardiomyocytes in culture with a semipermeable membrane. Yet, an intracellular Ca^2+^ signal induced with ionomycin in the hMSCs cultured alone resulted in the up-regulation of CAMTA1 and cardiac transcription factors (Figure 2D). Collectively, these findings support the hypothesis that novel Ca^2+^ oscillations in a population of stem cells co-cultured with cardiomyocytes are a result of physical contact between the membranes of the respective cell types and that these Ca^2+^ signals activate a downstream cardiogenic transcriptional response in the stem cells. To confirm that these findings can be independent of fusion between the stem cells and surrounding cardiomyocytes we ran parallel experiments (Figure 2D) where the hMSCs were cultured alone without the input of surrounding cardiomyocytes and exposed them to an ionomycin-induced/Ca^2+^ pulse. We found that hMSCs in monocultures respond to this Ca^2+^ signal by up-regulating the expression of CAMTA1 and cardiac transcription factors.

### Conclusion

Collectively, our results lead us to hypothesize that as a result of cell-cell membrane communication between the cardiomyocytes and the stem cells novel “cardiac-like” Ca^2+^ oscillations activate signaling pathways that result in a myocardial transcriptional program in the stem cells. CAMTA1 expression and activation of the calcineurin/NFAT/RCAN1 pathway are early and important events in the process. That the NFAT pathway alone was not sufficient to activate the cardiogenic transcriptional program in the stem cells is suggested in our silencing of CAMTA1 experiments which resulted in minimizing the expression of the cardiac specific transcription factors. Recently Li et al. [77] reported that the Ca^2+^-dependent calcineurin/NFAT signaling is critical for the early transition of mouse ES cells from self-renewal to lineage commitment. Though CAMTA1 expression was not investigated in that study, it is tempting to speculate that a response to Ca^2+^ signals may be a common process for lineage specification in stem cells.

## Methods

### Cardiac Microenvironment

The cardiac microenvironment was created as previously published [23]. Details are included in Supporting Information S1.

### Microarray

Microarrays were performed by the Functional Genomics Core Facility, Neuroscience Center at UNC, Chapel Hill, NC. Affymetrix Human U133 Plus 2.0 GeneChip array (Santa Clara, CA) was used. Seven mg of total RNA was used to synthesize cDNA. A custom cDNA kit from Life Technologies was used with a T7-(dT) 24 primer for this reaction. Biotinylated cRNA was then generated from the cDNA reaction using the BioArray High Yield RNA Transcript Kit. The cRNA was fragmented in fragmentation buffer (5X fragmentation buffer: 200 mMol/L Tris-acetate, pH 8.1, 500 mMol/L KOAc, 150 mMol/L MgOAc) at 94°C for 35 minutes before the chip hybridization. Fifteen mg of fragmented cRNA was then added to a hybridization cocktail (0.05 mg/ml fragmented cRNA, 50 pMol/L control oligonucleotide B2, BioB, BioC, BioD, and cre hybridization controls, 0.1 mg/ml herring sperm DNA, 0.5 mg/ml acetylated BSA, 100 mMol/L MES, 1 M [Na+], 20 mMol/L EDTA, 0.01% Tween 20). Ten mg of cRNA was used for hybridization. Arrays were hybridized for 16 hours at 45°C in the GeneChip Hybridization Oven 640. The arrays were washed and stained with R-phycoerythrin streptavidin in the GeneChip Fluidics Station 400. Arrays were scanned with the Hewlett Packard GeneArray Scanner. Affymetrix GeneChip Microarray Suite 5.0 software was used for scanning, and basic analysis. 

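The 3'/5' ratios of the 2 control transcripts moved apart between the groups. For actin, a cytoskeletal protein, the ratio was 1.29, 1.34 and 1.23 on the co-culture arrays and 1.13, 1.11 and 1.17 on the monoculture arrays. For GAPDH, a glycolytic enzyme, it was 0.91, 0.94 and 0.92 in co-culture and 0.95 on each monoculture array. Each difference is the largest that the 3 arrays of each group allow (exact two-sided permutation test, p = 0.1, the smallest possible). The share of probe sets called Present was 46.1 ± 0.86% (SD, n = 3 arrays) in co-culture and 47.4 ± 1.8% (SD, n = 3) in monoculture (exact two-sided permutation test, p = 0.5). The bioB hybridisation control was called Present on every array.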

Sample quality was assessed by examination of 3′ to 5′ intensity ratios of certain genes.

### Microarray Data Analysis

The probe-level data from a set of Affymetrix CEL files were analyzed with GeneSpring GX 7.3.1 (Agilent Technologies, Englewood, CO). Only the perfect-match probe intensities were used for the robust multi-array analysis (RMA), which includes preprocesses of background correction, quantile normalization and probe set summarization. The background was estimated by using a kernel density estimation method. Quantile normalization of background corrected values across all arrays was performed. Finally median polishing, a robust model fitting technique, was applied for probe-set measurement summarization. For comparison of and viewing the data the preprocessed values were normalized to 50^th^ percentile for each array and then normalized to median values across all arrays for each gene. The principle component analysis and hierarchical clustering over test conditions and M-A plot were conducted for data quality estimation and control to ensure that no outlier array(s) was included in the analyzed data set. 

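A principal component analysis of the log2 values separated the 3 co-culture arrays from the 3 monoculture arrays on the first component, which held 67.7% of the variance. The second component held 14.6% and separated monoculture replicate 3 from monoculture replicate 1. The co-culture arrays correlated with each other at 0.996 to 0.997, the monoculture arrays at 0.989 to 0.993 and arrays of different groups at 0.976 to 0.981 (across probe sets, which are not independent replicates). The SD of an array's deviations from its group mean was 0.11 to 0.12 in co-culture and 0.16 to 0.2 in monoculture. No 2 arrays held identical values.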

The probe sets with equal to or greater than 1.2 fold changes between the experimental conditions were kept for further analysis. Welch t-test was applied to the gene list. The differentially expressed gene list was created using Benjamini and Hochberg false discovery rate, with the p-value cut-off of 0.05 to reduce false positive discoveries.

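With the methods' t-test, a fold minimum of 1.2 and Benjamini-Hochberg adjustment over the 18792 probe sets that met the fold minimum, 2807 probe sets were higher and 3303 lower in co-culture. Before adjustment, 5023 were higher and 5748 lower at p under 0.05. Adjusted over all probe sets with no fold minimum, the methods' t-test left 336 higher and 386 lower. The authors' deposited table holds a p-value for 5460 probe sets, 2124 higher and 3336 lower, and 5299 of the 5458 that were tested here were called in the same direction by limma. CXCL8 did not pass the methods' t-test with the fold minimum (adjusted p = 0.06), and neither did NFATC1 (adjusted p = 0.068) or HDAC4 (adjusted p = 0.085). SMARCE1 on 236016_at had an adjusted p of 0.054 in that test.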

### Sources of Adult-derived Stem Cells

The mouse bone marrow mesenchymal stem cells (mMSCs) were prepared from C57BL/6 mice with the following genotypes: a βMHC-YFP fusion mouse and αMHC-CFP/βMHC-GFP transgenic mouse (both provided by Dr. Kumar Pandya [46], [47]). MSCs were isolated as previously described [48], [49]. Briefly, 8–12 week old male mice were sacrificed by cervical dislocation, and the femurs and tibiae were removed. The tips of each bone was cut off, and the bone marrow was flushed out of the bone with Dulbecco’s Modified Eagle’s Medium (DMEM) containing 15% FBS. The isolated bone marrow was treated for 5 minutes at room temperature with ACK lysis buffer to remove red blood cells. The cells were filtered through a sterile 70 µm cell strainer. Cells were plated onto plastic 100 mm cell culture plates at a density of 10–20×10^6^ cells per plate. Plating medium consisted of DMEM, 15% FBS, 2 mm L-glutamine, β-mercaptoethanol, 100 u/ml penicillin, 100 u/ml streptomycin, and LIF. Cultures were maintained at 37°C in 95% air and 5% CO_2_. Passage 4–5 cells were used in the experiments. Approval of the procedures and methods to isolate mouse MSCs was obtained from the Institutional Animal Care and Use Committee of the University of North Carolina at Chapel Hill. Frozen vials of extensively characterized hMSCs from normal healthy donors were obtained from the Tulane Center for the Preparation and Distribution of Adult Stem Cells and Tulane Center of Gene Therapy under a Tulane University Institutional Review Board approved protocol through a grant from National Center for Research Resources of the US Department of Health and Human Services National Institutes of Health, Grant# p40RRO17447. The rat liver stem cells [23] were a gift from Dr. Joe Grisham at UNC at Chapel Hill. Approval of procedures and methods to isolate rat liver stem cells was obtained from the Institutional Animal Care and Use Committee of the University of North Carolina at Chapel Hill. All cells were prepared and co-cultured with rat neonatal cardiomyocytes as previously described [23].

### Immunocytochemistry

Immunocytochemistry was performed as previously reported [23] using the antibodies listed in Supporting Information S1.

### Real-time RT-PCR Amplification Method and Primer Design

Briefly, dsRed fluorescent hMSCs were separated from the non labeled cardiomyocytes using trypsinization buffers and sorted using a FACScan flow cytometer (Becton Dickinson, Franklin Lakes, NJ) equipped with a 70- or 100-µm nozzle, a 488-nm argon laser for excitation of the dsRed protein, and a 530±15-nm bandpass filter for monitoring fluorescent emission [23].

Total RNA was prepared from sorted dsRed hMSCs, dsRed WB F344 or YFP mMSCs using a Qiagen mRNA kit. For template preparation, 100–1000 ng of total RNA was transcribed to cDNA in the presence of 0.5 µg oligo dT, 0.25 mMol/L dNTPs, 1× First Strand Buffer and 200 units Superscript II Reverse Transcriptase (Invitrogen, Carlsbad, CA). Reactions were carried out in a single reaction for each experimental sample for 1 hr at 42°C followed by 15 min at 72°C. Briefly, PCR was carried out with 10 pMol/L each forward and reverse species specific and gene specific primers (TDI Integrated DNA Technologies, Coralville, IA). Also see Table S2), 1× SYBR Green (Bio-Rad, Hercules, CA) and 3.3 uL cDNA template in a total volume of 25 µl. The temperature parameters were as follows: annealing at 59°C for 40 cycles, followed by extension at 72°C for 30 sec. Each amplification was performed in triplicate. The thermal denaturation protocol at 95°C for 5 min was run at the end of the PCR to determine amplification of the specific products. The cycle number at which the reaction crossed an arbitrarily placed threshold (C_t_) was determined for each gene. Data were analyzed in an Excel spreadsheet using the 2^−ΔΔCt^ method to obtain the relative expression level and the HPRT as a normalization control in each sample. The relative amount of target = 2^−ΔΔCt^, where Ct is the threshold cycle for target amplification, ΔCt = Ct_ target gene_ – Ct_ internal reference_, and −ΔΔCt = ΔCt_ sample_ - ΔCt_ calibrator_. Statistical analysis was performed as previously published [23].

### Stimulation of CAMTA1 Expression in hMSCs Monocultures

Ionomycin was used to increase [Ca^2+^]_i_ and stimulate CAMTA1 expression in the stem cells. Stem cells were expanded in complete alpha MEM medium containing 10% fetal bovine serum and L-glutamine. Twenty four hrs prior to ionomycin exposure, all cells were changed to a medium containing 2% horse serum. Cells were stimulated for 6 hrs using a final concentration of 0.6 µMol/L ionomycin calcium salt (Sigma-Aldrich, St. Louis, MO). Control and ionomycin-treated cells were washed and harvested for RNA preparation. Remaining cells were washed extensively and allowed to recover in culture in fresh complete medium containing 2% horse serum. They were then harvested after 24 hrs of ‘recovery’. RNA was isolated using Qiagen’s RNEasy standard protocol for RNA isolation (Valencia, CA).

### Silencing of CAMTA1 in the Stem Cells

The effects of CAMTA1 on the expression of the cardiac transcription factors were investigated in loss-of-function-experiments:

#### A. Silencing CAMTA1 in hMSC monocultures

Human MSCs were transduced with GFP or CAMTA1 lentiviral particles (Santa Cruz, CA), used at vendor’s recommended concentrations for 6 hrs in 6 µg/ml Polybrene. All cells were then washed and maintained in culture for 24 hrs before Ca^2+^ stimulation with 0.6 µMol/L of ionomycin. All cells were then harvested for total RNA preparation

#### B. Silencing CAMTA1 in WB F344 stem cells co-cultured with cardiomyocytes

DsRed WB-F344 stem cells were maintained in culture as described previously [23]. They were transfected using Ambion’s siPORT Amine reagent (Austin, TX) with 30 nMol/L predesigned human CAMTA1 siRNAs pool or scrambled siRNA (Santa Cruz, CA) using the manufacturer’s recommended method. Transfected cells were washed 24 hrs later and cultured for an additional 48 hrs. The cells were then trypsinized, washed and seeded onto cardiomyocytes at a ratio of 1∶10 and allowed to continue in co-culture for an additional 48 hrs. The cells were then harvested by FACS for dsRed fluorescence and used for total RNA isolation (Qiagen RNEasy standard protocol). WB F344 cells used for control conditions were harvested for RNA directly from monocultures.

## Supporting Information

Table S1 **Change in gene expression in hMSCs co-cultured with cardiomyocytes (hMSCcc) for 4 days.**
(DOCX)

Table S2 **Primers used for qPCR.**
(DOCX)

Supporting Information S1 **Method sections describing Cardiac Microenvironment, Confocal Imaging of Calcium Signals, and Immunocytochemistry.**
(DOCX)

## References

[1] Wilmut I, Schnieke AE, McWhir J, Kind AJ, Campbell KHS (1997). Viable offspring derived from fetal and adult mammalian cells.. Nature.

[2] Gurdon JB, Melton DA (2008). Nuclear reprogramming in cells.. Science.

[3] Takahashi J (2007). Stem cell therapy for Parkinson’s disease.. Expert Rev Neurother.

[4] Takahashi K, Tanabe K, Ohnuki M, Narita M, Ichisaka T (2007). Induction of pluripotent stem cells from adult human fibroblasts by defined factors.. Cell.

[5] Takahashi K, Yamanaka S (2006). Induction of pluripotent stem cells from mouse embryonic and adult fibroblast cultures by defined factors.. Cell.

[6] Weintraub H, Tapscott SJ, Davis RL, Thayer MJ, Adam MA (1989). Activation of muscle-specific genes in pigment, nerve, fat, liver, and fibroblast cell lines by forced expression of MyoD.. Proc Natl Acad Sci USA.

[7] Choi J, Costa ML, Mermelstein CS, Chagas C, Holtzer S (1990). MyoD converts primary dermal fibroblasts, chondroblasts, smooth muscle, and retinal pigmented epithelial cells into striated mononucleated myoblasts and multinucleated myotubes.. Proc Natl Acad Sci USA.

[8] Davis RL, Weintraub H, Lassar AB (1987). Expression of a single transfected cDNA converts fibroblasts to myoblasts.. Cell.

[9] Hochedlinger K, Jaenisch R (2002). Monoclonal mice generated by nuclear transfer from mature B and T donor cells.. Nature.

[10] Yu J, Vodyanik MA, Smuga-Otto K, Antosiewicz-Bourget J, Frane JL (2007). Induced pluripotent stem cell lines derived from human somatic cells.. Science.

[11] Slack JM (2009). Metaplasia and somatic cell reprogramming.. J Pathol.

[12] Yamanaka S, Blau HM (2010). Nuclear reprogramming to a pluripotent state by three approaches.. Nature.

[13] Ieda M, Fu JD, Delgado-Olguin P, Vedantham V, Hayashi Y (2010). Direct reprogramming of fibroblasts into functional cardiomyocytes by defined factors.. Cell.

[14] Takeuchi JK, Bruneau BG (2009). Directed transdifferentiation of mouse mesoderm to heart tissue by defined factors.. Nature.

[15] Zhou Q, Brown J, Kanarek A, Rajagopal J, Melton DA (2008). In vivo reprogramming of adult pancreatic exocrine cells to beta-cells.. Nature.

[16] Vierbuchen T, Ostermeier A, Pang ZP, Kokubu Y, Sudhof TC (2010). Direct conversion of fibroblasts to functional neurons by defined factors.. Nature.

[17] Szabo E, Rampalli S, Risueno RM, Schnerch A, Mitchell R (2010). Direct conversion of human fibroblasts to multilineage blood progenitors.. Nature.

[18] Cesselli D, Beltrami AP, Rigo S, Bergamin N, D’Aurizio F (2009). Multipotent progenitor cells are present in human peripheral blood.. Circ Res.

[19] Dawn B, Bolli R (2005). Bone marrow cells for cardiac regeneration: the quest for the protagonist continues.. Cardiovasc Res.

[20] Kogler G, Sensken S, Wernet P (2006). Comparative generation and characterization of pluripotent unrestricted somatic stem cells with mesenchymal stem cells from human cord blood.. Exp Hematol.

[21] Pittenger MF, Martin BJ (2004). Mesenchymal stem cells and their potential as cardiac therapeutics.. Circ Res.

[22] Geraerts M, Verfaillie CM (2009). Adult stem and progenitor cells.. Adv Biochem Eng/Biotechnol.

[23] Muller-Borer BJ, Cascio WE, Esch GL, Kim HS, Coleman WB (2007). Mechanisms controlling the acquisition of a cardiac phenotype by liver stem cells.. Proc Natl Acad Sci USA.

[24] Malouf NN, Coleman WB, Grisham JW, Lininger RA, Madden VJ (2001). Adult-derived stem cells from the liver become myocytes in the heart in vivo.. Am J Path.

[25] Anderson PA, Muller-Borer BJ, Esch GL, Coleman WB, Grisham JW (2007). Calcium signals induce liver stem cells to acquire a cardiac phenotype.. Cell Cycle.

[26] De Koninck P, Schulman H (1998). Sensitivity of CaM kinase II to the frequency of Ca2+ oscillations.. Science.

[27] Bers DM (2008). Calcium cycling and signaling in cardiac myocytes.. Annu Rev Physiol.

[28] Grimm M, Brown JH (2010). Beta-adrenergic receptor signaling in the heart: role of CaMKII.. J Mol Cell Cardiol.

[29] Mani SK, Egan EA, Addy BK, Grimm M, Kasiganesan H (2010). beta-Adrenergic receptor stimulated Ncx1 upregulation is mediated via a CaMKII/AP-1 signaling pathway in adult cardiomyocytes.. J Mol Cell Cardiol.

[30] Mellstrom B, Naranjo JR (2001). Mechanisms of Ca(2+)-dependent transcription.. Curr Opin Neurobiol.

[31] Dolmetsch RE, Lewis RS, Goodnow CC, Healy JI (1997). Differential activation of transcription factors induced by Ca2+ response amplitude and duration.. Nature.

[32] Berridge MJ (2006). Calcium microdomains: organization and function.. Cell Calcium.

[33] Bading H, Ginty DD, Greenberg ME (1993). Regulation of gene expression in hippocampal neurons by distinct calcium signaling pathways.. Science.

[34] Ohba T, Watanabe H, Murakami M, Takahashi Y, Iino K (2007). Upregulation of TRPC1 in the development of cardiac hypertrophy.. J Mol Cell Cardiol.

[35] Frey N, McKinsey TA, Olson EN (2000). Decoding calcium signals involved in cardiac growth and function.. Nat Med.

[36] Wu H, Peisley A, Graef IA, Crabtree GR (2007). NFAT signaling and the invention of vertebrates.. Trends Cell Biol.

[37] Dolmetsch RE, Xu K, Lewis RS (1998). Calcium oscillations increase the efficiency and specificity of gene expression.. Nature.

[38] Doherty CJ, Van Buskirk HA, Myers SJ, Thomashow MF (2009). Roles for Arabidopsis CAMTA transcription factors in cold-regulated gene expression and freezing tolerance.. Plant Cell.

[39] Eckardt NA (2009). CAMTA proteins: a direct link between calcium signals and cold acclimation?. Plant Cell.

[40] Finkler A, Ashery-Padan R, Fromm H (2007). CAMTAs: calmodulin-binding transcription activators from plants to human.. FEBS Lett.

[41] Bouche N, Scharlat A, Snedden W, Bouchez D, Fromm H (2002). A novel family of calmodulin-binding transcription activators in multicellular organisms.. J Biol Chem.

[42] Song K, Backs J, McAnally J, Qi X, Gerard RD (2006). The transcriptional coactivator CAMTA2 stimulates cardiac growth by opposing class II histone deacetylases.. Cell.

[43] Crabtree GR, Schreiber SL (2009). SnapShot: Ca2+-calcineurin-NFAT signaling.. Cell 138(1): 210, 210 e211.

[44] Oh M, Dey A, Gerard RD, Hill JA, Rothermel BA (2010). The CCAAT/enhancer binding protein beta (C/EBPbeta) cooperates with NFAT to control expression of the calcineurin regulatory protein RCAN1–4.. J Biol Chem.

[45] Canellada A, Ramirez BG, Minami T, Redondo JM, Cano E (2008). Calcium/calcineurin signaling in primary cortical astrocyte cultures: Rcan1–4 and cyclooxygenase-2 as NFAT target genes.. Glia.

[46] Pandya K, Cowhig J, Brackhan J, Kim HS, Hagaman J (2008). Discordant on/off switching of gene expression in myocytes during cardiac hypertrophy in vivo.. Proc Natl Acad Sci USA.

[47] Pandya K, Kim HS, Smithies O (2006). Fibrosis, not cell size, delineates beta-myosin heavy chain reexpression during cardiac hypertrophy and normal aging in vivo.. Proc Natl Acad Sci USA.

[48] Nadri S, Soleimani M, Hosseni RH, Massumi M, Atashi A (2007). An efficient method for isolation of murine bone marrow mesenchymal stem cells.. Int J Dev Biol.

[49] Hatada S, Walton W, Hatada T, Wofford A, Fox R (2011). Therapeutic benefits in thalassemic mice transplanted with long-term cultured bone marrow cells.. Exp Hematol.

[50] Fukuhara S, Tomita S, Yamashiro S, Morisaki T, Yutani C (2003). Direct cell-cell interaction of cardiomyocytes is key for bone marrow stromal cells to go into cardiac lineage in vitro.. J Thorac Cardiovasc Surg.

[51] Kubo H, Berretta RM, Jaleel N, Angert D, Houser SR (2009). c-Kit+ bone marrow stem cells differentiate into functional cardiac myocytes.. Clin Transl Sci.

[52] Xu M, Wani M, Dai YS, Wang J, Yan M (2004). Differentiation of bone marrow stromal cells into the cardiac phenotype requires intercellular communication with myocytes.. Circ.

[53] Pijnappels DA, Schalij MJ, Ramkisoensing AA, van Tuyn J, de Vries AA (2008). Forced alignment of mesenchymal stem cells undergoing cardiomyogenic differentiation affects functional integration with cardiomyocyte cultures.. Circ Res.

[54] Kattman SJ, Huber TL, Keller GM (2006). Multipotent flk-1+ cardiovascular progenitor cells give rise to the cardiomyocyte, endothelial, and vascular smooth muscle lineages.. Dev Cell.

[55] Hutson MR, Zhang P, Stadt HA, Sato AK, Li YX (2006). Cardiac arterial pole alignment is sensitive to FGF8 signaling in the pharynx.. Dev Biol.

[56] Laflamme MA, Chen KY, Naumova AV, Muskheli V, Fugate JA (2007). Cardiomyocytes derived from human embryonic stem cells in pro-survival factors enhance function of infarcted rat hearts.. Nat Biotechnol.

[57] Kawano S, Shoji S, Ichinose S, Yamagata K, Tagami M (2002). Characterization of Ca(2+) signaling pathways in human mesenchymal stem cells.. Cell Calcium.

[58] Tomida T, Hirose K, Takizawa A, Shibasaki F, Iino M (2003). NFAT functions as a working memory of Ca2+ signals in decoding Ca2+ oscillation.. EMBO J.

[59] Colella M, Grisan F, Robert V, Turner JD, Thomas AP (2008). Ca2+ oscillation frequency decoding in cardiac cell hypertrophy: role of calcineurin/NFAT as Ca2+ signal integrators.. Proc Natl Acad Sci USA.

[60] Molkentin JD, Lu JR, Antos CL, Markham B, Richardson J (1998). A calcineurin-dependent transcriptional pathway for cardiac hypertrophy.. Cell.

[61] Williams RS, Rosenberg P (2002). Calcium-dependent gene regulation in myocyte hypertrophy and remodeling.. Cold Spring Harbor Symposia Quantitative Biology.

[62] Noseda M, Peterkin T, Simoes FC, Patient R, Schneider MD (2011). Cardiopoietic factors: extracellular signals for cardiac lineage commitment.. Circ Res.

[63] Ho L, Crabtree GR (2010). Chromatin remodelling during development.. Nature.

[64] Lessard JA, Crabtree GR (2010). Chromatin regulatory mechanisms in pluripotency.. Annu Rev Cell Dev Biol.

[65] Singhal N, Graumann J, Wu G, Arauzo-Bravo MJ, Han DW (2010). Chromatin-remodeling components of the BAF complex facilitate reprogramming.. Cell.

[66] Santourlidis S, Wernet P, Ghanjati F, Graffmann N, Springer J (2011). Unrestricted somatic stem cells (USSC) from human umbilical cord blood display uncommitted epigenetic signatures of the major stem cell pluripotency genes.. Stem Cell Res.

[67] Kidder BL, Palmer S, Knott JG (2009). SWI/SNF-Brg1 regulates self-renewal and occupies core pluripotency-related genes in embryonic stem cells.. Stem Cells.

[68] Koche RP, Smith ZD, Adli M, Gu H, Ku M (2011). Reprogramming factor expression initiates widespread targeted chromatin remodeling.. Cell Stem Cell.

[69] Crabtree GR, Olson EN (2002). NFAT signaling: choreographing the social lives of cells.. Cell.

[70] Henrich KO, Bauer T, Schulte J, Ehemann V, Deubzer H (2011). CAMTA1, a 1p36 tumor suppressor candidate, inhibits growth and activates differentiation programs in neuroblastoma cells.. Cancer Res.

[71] Battaglia A, Hoyme HE, Dallapiccola B, Zackai E, Hudgins L (2008). Further delineation of deletion 1p36 syndrome in 60 patients: a recognizable phenotype and common cause of developmental delay and mental retardation.. J Pediatr.

[72] Shapira SK, McCaskill C, Northrup H, Spikes AS, Elder FF (1997). Chromosome 1p36 deletions: the clinical phenotype and molecular characterization of a common newly delineated syndrome.. Am J Hum Genet.

[73] Vega RB, Rothermel BA, Weinheimer CJ, Kovacs A, Naseem RH, et al. Dual roles of modulatory calcineurin-interacting protein 1 in cardiac hypertrophy.. Proc Natl Acad of Sci USA.

[74] Alberts B, Bray D, Lewis J, Raff M, Roberts K (1989). Molecular Biology of the Cell; Alberts B, editor.. New York & London: Garland Publishing, Inc.

[75] Olson EN (2004). A decade of discoveries in cardiac biology.. Nat Med.

[76] Labovsky V, Hofer EL, Feldman L, Fernández Vallone V, García Rivello H (2010). Cardiomyogenic differentiation of human bone marrow mesenchymal cells: Role of cardiac extract from neonatal rat cardiomyocytes.. Differentiation.

[77] Li X, Zhu L, Yang A, Lin J, Tang F (2011). Calcineurin-NFAT signaling critically regulates early lineage specification in mouse embryonic stem cells and embryos.. Cell Stem Cell.

# Supplementary material for: Calcium Dependent CAMTA1 in Adult Stem Cell Commitment to a Myocardial Lineage
**Source:** PLoS One. 2012 Jun 8;7(6):e38454. doi: 10.1371/journal.pone.0038454
**Supplement:** Table S1 — Change in gene expression in hMSCs co-cultured with cardiomyocytes (hMSCcc) for 4 days.

***Supporting Information Table S1***

Change in gene expression in hMSCs co-cultured with cardiomyocytes (hMSCcc) for 4 days

| **Gene symbol** | **Common Name** | **hMSC vs. hMSCcc**  **Fold-Change** | **Statistical Significance**  **p value** |
| --- | --- | --- | --- |
| SMARCA2 | BRM;SWI2;SNF2 | 0.635 | 0.0366 |
| SMARCB1 | SNF5;BAF47 | 0.659 | 0.0323 |
| SMARCE1  SMARCE1 | SMARCE1  BAF57 | 0.489  0.678 | 0.0313  0.0264 |
| SMARCA4 | SWI2;SNF2;BRG1 | 0.585 | 0.0117 |
|  |  |  |  |
|  |  |  |  |
|  |  |  |  |
|  |  |  |  |
|  |  |  |  |
|  |  |  |  |
|  |  |  |  |

# Supplementary material for: Calcium Dependent CAMTA1 in Adult Stem Cell Commitment to a Myocardial Lineage
**Source:** PLoS One. 2012 Jun 8;7(6):e38454. doi: 10.1371/journal.pone.0038454
**Supplement:** Table S2 — Primers used for qPCR.

***Supporting Information Table S2:*** Primers used for qPCR

**Human mRNA**

| ***HPRT*** | Forward Primer: Reverse Primer: | 5'-ACCCTTTCCAAATCCTCAGC-3'  5’-TCCTCCTCCTGAGCAGTCA-3' |
| --- | --- | --- |
| ***CAMTA1*** | Forward Primer: Reverse Primer: | 5'-CAGCTCACTCTGTCTGATCA-3'  5'-ATAAGGATGGCAGCCTGTGT-3' |
| ***CAMTA2*** | Forward Primer: Reverse Primer: | 5'- CTCCTGCTCTTAGCACCATCAC-3'  5'-AGACACAGGAGTAATGCTCGGC-3' |
| ***RCAN1*** | Forward Primer: Reverse Primer: | 5'-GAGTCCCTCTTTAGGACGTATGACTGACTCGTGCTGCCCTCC ProbProbe:A-3'ods or _____________________________________________________________________________________-3'  5'-GCTTCCTATGTGTAAGGTCTGAGC-3' |
| ***RCAN3*** | Forward Primer: | 5’-CTGTTTCCAAATTGGGACCAG-3’ |
|  | Reverse Primer: | 5’-CAGACATGAACCACCACGCT-3’ |
| ***NFATc2*** | Forward Primer: | 5’-GAGCTTCATTGACTGCGAGATG-3’ |
|  | Reverse Primer: | 5’-GTCATACGTCCTAAAGAGGGACTC-3’ |
| ***Gata4*** | Forward Primer: Reverse Primer: | 5’-GTTCACCGTGTCACACATAGAG -3’  5’- GACTCTGTCCACTTACACTCTC-3’ |
| ***Mef2C*** | Forward Primer: Reverse Primer: | 5’-CTCAGAGTTCAAATCTCTCCCTGC-3’  5’-TACGGTCTCTAGGAGGAGAAACAG-3’ |
| ***Myocardin*** | Forward Primer: | 5’-CACAGCCTCCATCCTATGAA-3’ |
|  | Reverse Primer: | 5’-GGAGTTCATCCATCTGCTGA-3’ |
| ***Nkx2.5*** | Forward Primer: | 5’-GACCCTAGAGCCGAAAAGAA-3’ |
|  |  |  |
| ***Tbox5*** | Forward Primer: Reverse Primer: | 5'-CCTTCTCCAATATCACGTGCTCAG-3'  5'-GAATAAGATAGGATGCCAGGGAGC-3' |
| ***cTnT*** | Forward Primer: Reverse Primer: | 5'-TCACATAGAAGCCTAGCCCA-3'  5'-ATGTCAGACATGGTCTCTGC-3' |
| ***βMHC*** | Forward Primer: | 5’-TGTGTCACCGTCAACCCTTA-3’ |
|  | Reverse Primer: | 5’-TGGCTGCAATAACAGCAAAG-3’ |
| ***Cx43*** | Forward Primer: | 5’-ATGAGCAGTCTGCCTTTCGT-3’ |
|  | Reverse Primer: | 5’-TCTGCTTCAAGTGCATGTCC-3’ |

**Rat mRNA**

| ***HPRT*** | Forward Primer: Reverse Primer: | 5'-GCTGACCTGCTGGATTACATTA-3'  5’-CCACTTTCGCTGATGACACAA-3' |
| --- | --- | --- |
| ***CAMTA1*** | Forward Primer: Reverse Primer: | 5'-GGACCAGTGTAGTAAAGGAC-3'  5'-CATGTTCACCTGAATATCATCC-3' |
| ***CAMTA2*** | Forward Primer: Reverse Primer: | 5'- CTTTCCTAGTGAACTGCCCT-3'  5'-TCTGGATGACTCGTGCTG-3' |
| ***RCAN1*** | Forward Primer: Reverse Primer: | 5'- CAGGAGAGAAGTACGAGCTACA TGACTCGTGCTGCCCTCC ProbProbe:A-3'ods or _____________________________________________________________________________________-3'  5'- CTTCATTCTCTCCATCTCCTCC -3' |
| ***RCAN3*** | Forward Primer: | 5’-CCAGTGATCAACTATGACCTCCTC-3’ |
|  | Reverse Primer: | 5’-GTGTCTTCTTCCTCTTCGGTTTCG-3’ |
| ***NFATc2*** | Forward Primer: | 5’-GAGTGAAGTGAACAAGGCTGTC-3’ |
|  | Reverse Primer: | 5’-GAGAGTCCAAAGATGCTCCCTTAG-3’ |
| ***Gata4*** | Forward Primer: Reverse Primer: | 5’-CATGTGTCCCATACCTGATCTGAC -3’  5’- TACAGAGGGTAGGAGATGTTCAGG-3’ |
| ***Mef2C*** | Forward Primer: Reverse Primer: | 5’-CTCAGAGTTCAAATCTCTCCCTGC -3’  5’-TACGGTCTCTAGGAGGAGAAACAG -3’ |
| ***Myocardin*** | Forward Primer: | 5’-CCAGCCCCCATCCTATGAA -3’ |
|  | Reverse Primer: | 5’-GGAGTTCGTCGTCCATCTGCTGA-3’ |
| ***Nkx2.5*** | Forward Primer: | 5’-TGACCCTGACCCCGCCAA -3’ |
|  | Reverse Primer: | 5’- GTCTCGGCTTTGTCCAGCT-3’ |
|  |  |  |
| ***Tbox5*** | Forward Primer: Reverse Primer: | 5'-GAGTTACACAGGATGTCTCGGATG-3'  5'-GACACCATTCTCACACTGGTACTG-3' |
| ***cTnT*** | Forward Primer: Reverse Primer: | 5'-ATTCTGGCAGAGAGGAGGAA-3'  5'-GTGGATACTCTGCCATAGCT-3' |
| ***βMHC*** | Forward Primer: | 5’-TGGCACCGTGGACTACAATA-3’ |
|  | Reverse Primer: | 5’-TACAGGTGCATCAGCTCCAG-3’ |
| ***Cx43*** | Forward Primer: | 5’-TCCTTGGTGTCTCTCGCTTT-3’ |
|  | Reverse Primer: | 5’-GAGCAGCCATTGAAGTAGGC-3’ |

# Supplementary material for: Calcium Dependent CAMTA1 in Adult Stem Cell Commitment to a Myocardial Lineage
**Source:** PLoS One. 2012 Jun 8;7(6):e38454. doi: 10.1371/journal.pone.0038454
**Supplement:** Supporting Information S1 — Method sections describing Cardiac Microenvironment, Confocal Imaging of Calcium Signals, and Immunocytochemistry.

***Supporting Information S1***

**Methods**

*Cardiac Microenvironment*

A cardiac microenvironment was generated using neonatal rat cardiomyocytes. These were isolated from the hearts of 1 day-old Sprague-Dawley rats in accordance with accepted guidelines for the care and treatment of experimental animals. Neonatal cardiomyocytes were isolated, plated on laminin-coated cover slides and grown in Richter’s medium (Irvine Scientific, Santa Ana, CA) supplemented with 10% fetal calf serum. Cardiomyocyte cultures were maintained for 48 hours before stem cells were added. Approval of the procedure to isolate neonatal rat cardiomyocytes was obtained from the Institutional Animal Care and Use Committee of Duke University, protocols A279-07-10 and A223-10-09.

*Confocal Imaging of Calcium Signals*

DsRed fluorescent hMSCs co-cultured with heart cells, were incubated in the calcium sensitive fluoroprobe, fluo-4 AM (5 µmol/liter; Molecular Probes, Eugene, OR) for 30 min at 20°C and subsequently washed several times with dye-free, phenol-red free Richter’s medium plus 2% horse serum before measurements were recorded. A three dimensional (3D) Z stack confocal fluorescence image was acquired to record cell position, alignment, and geometry with a LSM510 inverted laser-scanning confocal microscope with high-resolution optics (X63/1.4 N.A. oil immersion objective and environmental chamber; Carl Zeiss Microimaging, Thornwood, NY). The line scan mode with an excitation wavelength of 488 nm and an emission filter wavelength of 515 ± 15 nm were used for quantitative analysis of [Ca^2+^] signals. A line spanning a neonatal cardiomyocyte and an adjacent hMSC was defined, and fluorescence emission was collected at a rate of 1.92 ms per 1,024-pixel line. The location and origin of each Ca^2+^ recordings were verified with the confocal 3D Z stack image. Ca^2+^ recordings reported are from hMSCs and cardiomyocytes that were NOT overlapping or on top of other cardiomyocytes. The resulting time series images were analyzed with Image J software. Fluorescence signals were normalized by dividing the cell fluorescence (*F*) by cell fluorescence recorded before stimulation/contraction (*F*o).

*Immunocytochemistry*

Anti alpha-actinin (Sigma, (1:200); mouse monoclonal anti-cardiac troponin T antibody Mab13-11. [23]); anti CAMTA1 antibody (Santa Cruz Biochemicals, Santa Cruz, CA); anti NFAT2c antibody (Santa Cruz) were used. Cells were incubated with anti-alpha actinin (dilution 1:200; Sigma), mouse anti-cardiac troponin T (MAB13-11, 1:1000, Sigma), goat anti-CAMTA1 or NFATc2 (both at 1:50 dilution, Santa Cruz). antibodies used at dilutions proposed by the vendors (Invitrogen or Rockland Immunochemicals). Secondary antibodies were obtained from Invitrogen and/or Rockland Immunochemicals (Gilbertsville, PA) using dilutions proposed by the vendors. Nuclei were labeled with 4,6′-diamidino-2-phenylindole (DAPI; Invitrogen). Images were taken using laser confocal microscopy as noted in figure legends (Zeiss LSM 510 Axiovert). For all staining, samples were fixed with 2-4% paraformaldehyde prior to blocking in 10% Blocking Buffer (Pierce) and permeabilized using 0.2% Triton X-100 as previously described (24).

How the deposited data were processed for this re-analysis (not part of the article)

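Gene expression was measured on Affymetrix Human U133 Plus 2.0 arrays in 3 cultures of hMSCs kept beside cardiomyocytes of newborn rats over 4 days and 3 cultures of hMSCs in monoculture. Samples were grouped by the labels and the paper, 3 arrays in each group. No column of per-sample values was left unused. The arrays of a group are described as biological replicates, and p-values measure the spread between these cultures. The RT-qPCR, ionomycin, silencing, staining and Ca2+ imaging experiments were not analysed here.

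For the 6 arrays the authors deposited the signal intensity of each probe set from MAS5, scaled to a target of 500, with a detection p-value that the authors' software calls Present below 0.05 and Marginal below 0.065. The authors also deposited log2 values from RMA (background correction, quantile normalization and median polish in GeneSpring GX), centred on the median of each probe set over the 6 arrays. In those deposited log2 values the array medians were 0.011, 0.001 and 0.009 in co-culture replicates 1, 2 and 3 and -0.029, -0.001 and -0.003 in monoculture replicates 1, 2 and 3. The table states no scale, centring or direction. Its scale and centring were found from the values: each probe set has a median of 0, and the differences between groups correlate at 0.9999 across probe sets with log2 of the fold in the authors' deposited table, co-culture over monoculture, with a constant offset of 0.043, so the direction is also known. The authors' deposited table of folds gives a ratio for each probe set and, as other text cells, the deposited mean and range of each group on the linear scale. A further deposited table gives the authors' p-value for the 5460 probe sets they called (0.00347 to 0.05). Versions of RMA and MAS5 are not given in the submitters' processing notes.

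The level of each probe set was restored here by adding the mean of the log2 deposited group means to the centred values, which left the group means within 0.005 log2 (median) of the deposited ones. Of 54675 probe sets, 62 controls and 95 of XIST and Y-linked genes were left out. Of the 54518 tested, 41032 have 1 gene symbol in the platform annotation, 1765 have several and 11721 have none, and no gene was named from a probe set with several. No symbol needed an update through the RefSeq table of GRCh38.p14, and no coordinates were used. Co-culture was compared with monoculture by limma 3.58.1 in R 4.3.3 (lmFit and eBayes on log2 values) with Benjamini-Hochberg adjustment, an adjusted p under 0.05 and no fold minimum. Tables were handled with data.table 1.17.8 and jsonlite 2.0.0.

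A probe set that MAS5 called Present on no array of 1 group has only a bound there. Its fold is given as at least the bright group's mean over the dim group's mean, where each dim value is the higher of the probe set's own and the lowest level among Present probe sets of that array. For the named genes this lowest level changed no bound. Each bound therefore equals the plain ratio of the RMA means and makes no allowance for the spread between arrays. A probe set Present on no array is given no fold. 

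The 43 gene lists (694 genes) were fixed before the data were examined. For lists, each gene is represented by its probe set with the highest level and 1 symbol. Shifts were tested by limma's camera with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the lists, and again with an estimated correlation. Members were counted at an adjusted p over all probe sets and when adjusted over the list alone. Single values of 3 arrays against 3 were compared by an exact two-sided permutation test, whose smallest p is 0.1.

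The genes named in the text follow a rule fixed before the data were examined: every gene the paper names on the array with all its probe sets, the 10 largest rises and the 10 largest falls (called, Present on all 3 arrays of the higher group, groups not overlapping, 1 probe set for each gene), and up to 4 called members of each list with the largest change that are Present on all 3 arrays of the higher group, or up to 2 members where none was called. The text departs from it in that some probe sets of the paper's genes were tested but are not printed. The paper's Table S1 was seen when the rule was written. Members named beyond the rule, such as those that complete a short count, were chosen after their values were seen.

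The test was tested on simulated data with 200 changed probe sets among 54518. It recovered 20 of 67 changed 1.5-fold, 48 of 67 changed 2-fold and 62 of 66 changed 4-fold, with 5 unchanged probe sets called. The real comparison called 11204, a far larger share, so these counts do not give its recovery. Of the lists, the 1 shifted in the simulation was called and 0 of 42 others.

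The alternatives were log2 MAS5 signals with a floor of 16, their quantile normalization, centring each array on its median, 2 filters on Present calls (at least 3 of the 6 arrays, or all 3 of a group), the methods' t-test with a 1.2-fold minimum and without it, an intensity trend with a robust prior, array weights, the replicate number as a block, leaving out each array, an at least 2-fold change, and for lists an estimated correlation, the mean of all probe sets of a gene and leaving out probe sets with the suffix _x_at or _s_at. Cyclic loess normalization was added after seeing the data. Array numbers limit the precision of every value.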

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

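The tests of the gene lists and the count of shifted lists over other splits were set before their results were seen, and the other tests in this part were chosen after. The 7 gene groups below are not discussed as groups by the paper, which names 2 members of 1 of them, the immediate early genes MYC and KLF4, and each was shifted by camera with most of its measured members changed in 1 direction.

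All 16 unfolded protein response genes, which act when misfolded protein builds up in the endoplasmic reticulum, were higher in co-culture, also when adjusted over the list alone (median log2 fold change 1.98, camera adjusted p = 4.9e-15, adjusted p = 0.17 with an estimated correlation). SDF2L1 and PDIA4, which fold proteins, rose by 3.13 and 2.52, the stress-induced pseudokinase TRIB3 by 3.10 and the cochaperone DNAJB9 by 2.45. Of 23 inflammatory cytokines and chemokines, 18 were higher and none was lower, also when adjusted over the list alone (median 1.98, camera adjusted p = 1.8e-11, adjusted p = 0.37 with an estimated correlation), of which 2 were not above background. Of 17 immediate early genes, which respond within minutes to stimuli and to dissociation, 12 were higher and 1 lower, or 14 and 1 when adjusted over the list alone (median 1.01, camera adjusted p = 1.5e-06, adjusted p = 0.43 with an estimated correlation). FOSB, MAFF and IER3 rose by 2.44, 1.64 and 1.54, and FOSL1 was lower. Without co-culture replicate 3 no immediate early gene was lower, and without monoculture replicate 3, 2 were. Of 9 complement genes, 6 were higher and 1 lower, or 7 and 1 when adjusted over the list alone (median 1.89, camera adjusted p = 6.5e-05, adjusted p = 0.37 with an estimated correlation). C3, the central complement protein, was not detected in monoculture and was at least 10.4-fold higher, and SERPING1, CFB and C1R rose by 2.86, 2.72 and 2.04.

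Of 27 collagen and extracellular matrix genes, 18 were higher and none was lower, or 22 and none when adjusted over the list alone (median log2 fold change 0.66, camera adjusted p = 4.8e-10, adjusted p = 0.37 with an estimated correlation). COL11A1, COL12A1 and COL5A1, fibril collagens and a collagen of the fibril surface, rose by 3.24, 1.95 and 1.93, and THBS2, a matricellular protein, by 1.86, and without monoculture replicate 1, 1 matrix gene was lower. Of 30 cell cycle genes, 19 were lower and 1 higher, or 25 and 2 when adjusted over the list alone (median -1.59, camera adjusted p = 8.2e-08, adjusted p = 0.52 with an estimated correlation). RRM2 and TYMS, which make DNA precursors, had log2 fold changes of -2.44 and -2.21, and CDK1, the mitotic kinase, one of -2.21, while CDC6, which licenses replication origins, rose by 2.32. The count of lower cell cycle genes was 8 without co-culture replicate 2 and 8 without co-culture replicate 3, and without monoculture replicate 3 the median was -1.04 and 2 were higher. Of 21 oxidative phosphorylation genes, 12 were lower and none was higher, also when adjusted over the list alone (median -0.32, camera adjusted p = 0.00014, adjusted p = 0.37 with an estimated correlation). NDUFS1 of complex I, SDHC and SDHA of complex II and CYC1 of complex III had log2 fold changes of -0.82, -0.68, -0.58 and -0.67, and 7 oxidative phosphorylation genes were lower without co-culture replicate 3.

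Of the 6 CAMTA1 probe sets 3 were higher, with the 2 largest rises on dim ones, and 3 did not pass. Of the probe sets within 0.5 log2 of the monoculture level of 1555370_a_at or 213268_at, at most 0.142% rose by as much. A small share was expected, since these 2 were chosen as the largest rises of a gene that the paper reports for its rise on these arrays. It therefore does not decide on an upward drift of dim probe sets. The median log2 fold change of the equally dim probe sets was 0.07 for both, so the drift typical of that level was small. RNA of rat cardiomyocytes carried through the sort would bring their most abundant transcripts, and these had a median log2 fold change of 0.30 with an upper quartile of 0.43, against 2.54 for 1555370_a_at and a rise of at least 5.17-fold for 213268_at. How well rat transcripts bind human probes was not measured. No other explanation of the difference between CAMTA1 probe sets was tested, and its cause stays open.

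Of 19 measured transcripts that are most abundant in cardiomyocytes, 7 were higher and none was lower (3 higher without co-culture replicate 1, 4 without co-culture replicate 2, and 1 lower without monoculture replicate 3), or 9 and none when adjusted over the list alone, but 5 of the 7 were not above background on any array (camera adjusted p = 0.0013, adjusted p = 0.43 with an estimated correlation). The 2 detected ones were the cardiac actin ACTC1 (log2 fold change 0.95) and the cardiac troponin TNNI3 (0.40), and the list shares several members with the cardiac sarcomere genes. The list median of 0.30 lay at percentile 100 of 10000 random lists matched on level, whose middle 95% ran from -0.03 to 0.18. This test was chosen after the upward shift was seen, so a high percentile was expected and does not decide on drift of dim probe sets. The random lists had a median of 0.08, so the drift typical of that level was smaller than 0.30. Rat RNA left after the sort for dsRed cells and expression in the hMSCs themselves cannot be told apart by these 7 genes. How well their probes bind rat transcripts was not checked.

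The 56 members of the inflammatory, unfolded protein response and immediate early lists had a median log2 fold change of 1.57, at percentile 100 of random lists matched on level. These lists were pooled after their shifts were seen, so a high percentile was expected and does not decide on drift of dim probe sets. Most members were not dim: 16 of 16 unfolded protein response, 16 of 17 immediate early and 14 of 23 inflammatory genes were Present on all 6 arrays. RNA degradation stays open, since the log2 3'/5' ratio differed by 0.18 for actin and by -0.04 for GAPDH, which point in opposite directions. The criterion was changed after these values were seen, and under its first wording, which asked for either control at or below 0, degradation would have counted as excluded. Trypsin separation and sorting, which may induce the 12 immediate early genes that were higher, cannot be told apart from co-culture, because the sources used here do not say whether control cells were treated in the same way. A response of the hMSCs to the cardiomyocytes was not tested and stays open.

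The 6 arrays can be split into 3 and 3 in 10 ways, which is too few for a share under 0.05. The real split, 1 of 10, gave 11204 changed probe sets and the highest of the others 0 (limma with Benjamini-Hochberg adjustment, with 563 to 2247 at an unadjusted p under 0.05 in the other splits). Each other split mixes co-culture and monoculture arrays, so the difference between the conditions adds to the spread within its groups. Few calls were therefore expected there, and the contrast does not measure chance. For the gene lists the real split, 1 of 10, gave 20 shifted lists by camera and the highest of the others 12. With an estimated correlation the real split gave 0 shifted lists.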

How the results depend on the processing

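The cyclic loess setting was chosen after seeing the data. All other settings were set before. The methods' t-test has no counterpart for list shifts and was not run on them. No cause was tested for any change below, except that a filter or a left-out array leaves fewer probe sets or arrays.

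The counts of higher and lower probe sets (4861 and 6343) were 2816 and 2903 with log2 MAS5 signals, 2848 and 3072 with quantile-normalized MAS5 signals, 2807 and 3303 by the methods' t-test with 1.2-fold, 336 and 386 by the methods' t-test on all probe sets, and 883 and 1101 with at least a 2-fold change. Leaving out 1 array gave 2657 to 5267 higher and 3485 to 7631 lower. The higher count fell over 1.5-fold without co-culture replicate 1 (3180), 2 (2768) or 3 (2657), and the lower count without co-culture replicate 2 (3940) or 3 (3485). The share of calls that were higher was 43.4%, from 35.8% with median-centred arrays to 49.2% with MAS5 signals. With the replicate block the counts were 4245 and 6105. Replicate pairing is open on so few values: deviations of same-numbered arrays correlated at 0.02, -0.09 and 0.21. Of the 6 arrays, 2 correlated best with their own number.

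Of the 148 called named probe sets, none reversed in any setting and 30 were called in every one. With MAS5 signals 37 were no longer called, with quantile-normalized MAS5 signals 37, with the methods' t-test and 1.2-fold 40, with the methods' t-test on all probe sets 116, and with 1 array left out 3 to 19. On all probe sets the methods' t-test gave an adjusted p of 0.082 for CAMTA1 1555370_a_at (log2 fold change 2.54), 0.1 for CAMTA1 213268_at (at least 2.37, a lower bound), 0.13 for 227328_at (0.68), 0.11 for CAMTA2 (0.95) and 0.056 for RCAN1 215253_s_at (1.97). CAMTA1 227328_at was 0.88 with MAS5 signals and 0.94 with quantile-normalized MAS5 signals (adjusted p = 0.097 in both by limma with Benjamini-Hochberg adjustment). With 1 array left out, 1555370_a_at ranged from 2.29 to 2.83, the lower bound of 213268_at from 2.07 to 2.61, 227328_at from 0.61 to 0.80, 225692_at from -0.01 (without monoculture replicate 1) to 0.54, CAMTA2 from 0.85 to 1.01 and RCAN1 215253_s_at from 1.86 to 2.07.

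Pluripotency factors changed (2) were 1 with quantile-normalized MAS5 signals, with the methods' t-test with 1.2-fold or on all probe sets, and without co-culture replicate 3, a range of 1 to 2 over left-out arrays. SWI/SNF subunits lower (5) were 0 by the methods' t-test on all probe sets and 4 to 6 over left-out arrays. SWI/SNF subunits higher (2) were 4 by the methods' t-test with 1.2-fold and unadjusted p, with array weights and with the mean of all probe sets of a gene, 1 with 1.2-fold, 0 on all probe sets, 5 with cyclic loess and 1 to 3 over left-out arrays (1 without co-culture replicate 1 or 3 or monoculture replicate 2).

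Shifted lists (14 higher, 6 lower) were 0 and 0 with an estimated correlation, 3 lower with either filter on Present calls, 8 higher without _x_at and _s_at probe sets, and 12 to 15 higher and 5 to 6 lower over left-out arrays. None of the 20 reversed. Lower cell cycle genes (19) were 5 with MAS5 signals and 4 with quantile-normalized MAS5 signals, lower oxidative phosphorylation genes (12) 5, 6 and, with cyclic loess, 7, and lower cholesterol genes (4) 0 with both MAS5 settings and 7 with array weights. With MAS5 signals and their quantile normalization, in that order, higher chondrogenic genes (5) were 1 and 1, higher adipogenic genes (3) 0 and 0, higher cardiac Ca2+ genes (3) 1 and 1, higher smooth muscle genes (4) 1 and 1 and lower ones (3) 1 and 1, lower chromatin modifiers (4) 1 and 1, lower calcineurin pathway genes (3) 1 and 0, lower TGF-beta targets (6) 2 and 3 and lower Wnt pathway genes (4) 2 and 2. Without _x_at and _s_at probe sets, higher immediate early genes (12) were 7, NFAT targets (7) 2, pluripotency genes (4) 2 and heat shock genes (4) 1, and lower stem cell markers (7) were 4, SWI/SNF genes (5) 2, those the paper names (4) 1, and chromatin modifiers 1. Higher sarcomere (8) and cardiomyocyte (7) genes were 2 each with either Present filter, chondrogenic genes 3 with median-centred arrays, the replicate block or no _x_at and _s_at probe sets, and pluripotency genes 2 with quantile-normalized MAS5 signals. Lower TGF-beta targets were 3 with cyclic loess or no _x_at and _s_at probe sets. Other counts that moved over 1.5-fold were of 3 or fewer genes. Calls were lost with at least 1 MAS5 setting for RNA processing, chondrogenic, stem cell, hypoxia, endothelial and ribosomal lists, with the Present filters for sarcomere, cholesterol, RNA processing, chondrogenic and stem cell lists, with the mean of all probe sets for chondrogenic, stem cell, hypoxia and ribosomal lists, with cyclic loess for RNA processing and endothelial lists, and without _x_at and _s_at probe sets for SWI/SNF genes the paper names and NFAT target, pluripotency, stem cell, heat shock, hypoxia, endothelial and ribosomal lists. The other reversals, in camera's direction, the median or both, were of results called in no setting. Their median log2 fold changes included, for cardiac Ca2+ genes (0.14), 0.02 with MAS5 signals, 0 with quantile-normalized MAS5 signals and -0.43 with either Present filter. For cell cycle inhibitors (-0.11) they were 0.02 with MAS5 signals, -0.15 with median-centred arrays, -0.02 with quantile-normalized MAS5 signals, -0.11 with either Present filter, 0.02 without _x_at and _s_at probe sets, 0.03 with cyclic loess and -0.18 to 0.08 over left-out arrays. Gap junction (0.10) and smooth muscle genes (0.06) were at -0.02 and 0 with quantile-normalized MAS5 signals and -0.08 and -0.01 with either Present filter. Smooth muscle genes were at 0.03 without _x_at and _s_at probe sets and 0 to 0.11 over left-out arrays. Interferon genes (0.01) were at -0.08 with either Present filter and -0.36 to 0.13 over left-out arrays. TGF-beta targets (0.10) were at 0.10 with either Present filter and 0.14 without _x_at and _s_at probe sets. Epicardial and fibroblast markers (0.08) were at 0.26 with either Present filter, 0.06 with array weights, 0.08 with the replicate block, 0.09 with the mean of all probe sets and 0.03 to 0.11 over left-out arrays. Neural markers (0.14) were at 0.14 with the replicate block, 0.16 without _x_at and _s_at probe sets and 0.04 to 0.16 over left-out arrays. Chromatin modifiers (0.06) ranged from 0.03 to 0.10 over left-out arrays, and the RT-qPCR genes (0.08) were at 0.06 without _x_at and _s_at probe sets. The endothelial gene TEK (0.03) was at -0.01 with median-centred arrays and -0.13 to 0.23 over left-out arrays. Signal over background limits 23647 probe sets that were Present on no array.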

Differences from the paper's values

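The alternatives in this part were set before the data were examined, apart from cyclic loess, which was chosen after seeing them. The adjusted p by limma with Benjamini-Hochberg adjustment was smaller than the paper's in 7 cases. It was 0.00077 for CAMTA1 against the paper's 0.0321, 2.2e-05 for RCAN1 against the paper's 0.008, 0.0061 for SMARCA2 against the paper's 0.0366, 0.0059 for SMARCB1 against the paper's 0.0323, 0.00072 for SMARCA4 on 214728_x_at against the paper's 0.0117, and for SMARCE1 0.0019 on 229511_at against the paper's 0.0313 and 0.0048 on 211989_at against the paper's 0.0264. The methods' t-test with a 1.2-fold minimum, the test the paper's methods name, came within 1.5-fold of the paper's p in all 7 cases. Of the other alternatives that give an adjusted p, none did for CAMTA1, RCAN1 and SMARCA4. SMARCA2 also came within it without co-culture replicate 2 or 3, SMARCB1 with MAS5 signals, with quantile-normalized MAS5 signals and without co-culture replicate 2, co-culture replicate 3 or monoculture replicate 2, SMARCE1 on 229511_at with quantile-normalized MAS5 signals, and SMARCE1 on 211989_at without co-culture replicate 1, 2 or 3. The remaining alternatives did not. The folds of the same genes lay within 1.5-fold of the paper's, and of the alternatives only MAS5 signals (9.42) and quantile-normalized MAS5 signals (9.26) put a fold, that of CAMTA1, further from the paper's 5.5.

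The paper states that CAMTA2 did not change significantly. Here its log2 fold change was 0.95 (adjusted p = 8e-04 by limma with Benjamini-Hochberg adjustment), and it passed in every setting but the methods' t-test on all probe sets (adjusted p = 0.11). The paper states that CAMTA1 was negligible in naive hMSCs. Here 4 of its 6 probe sets were Present on all 3 monoculture arrays, 213268_at and 241882_at on none. The paper's RT-qPCR, set against monoculture cells at the start of its time course and normalized to HPRT, has Mef2C rising in co-culture. On the array, which has separate monoculture controls, the 3 MEF2C probe sets were all called lower. The log2 fold change was -1.66 on 209199_s_at (adjusted p = 0.00019 by limma with Benjamini-Hochberg adjustment). The paper states that c-Myc alone of the pluripotency factors changed. Here KLF4 was also higher (log2 fold change 0.86, adjusted p = 0.01 by limma with Benjamini-Hochberg adjustment), while it did not pass with quantile-normalized MAS5 signals (adjusted p = 0.062), the methods' t-test with a 1.2-fold minimum (adjusted p = 0.082) or without co-culture replicate 3 (adjusted p = 0.052), and MYC, SOX2, NANOG and LIN28A gave the calls the paper states.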

Other observations

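No hypothesis is tested in this part. Genes that the paper followed by RT-qPCR or staining were also on the array after 4 days. MEF2C, a cardiac and skeletal muscle transcription factor, was lower in co-culture on 209199_s_at (log2 fold change -1.66, standard error 0.13, adjusted p = 0.00019 by limma with Benjamini-Hochberg adjustment) and was not detected in co-culture on 209200_at (at least 2.87-fold lower). It was also called lower on 207968_s_at, likewise not detected in co-culture (at least 1.79-fold lower). This direction is opposite to the paper's RT-qPCR time course, in which Mef2C rose in co-culture. The 2 measures are not alike. The RT-qPCR compared co-culture with monoculture cells at the start of the time course and was normalized to HPRT. The paper also lists the same Mef2C primers for human and rat. Whether any of this accounts for the difference was not tested. The brightest probe sets of GATA4, NKX2-5, TBX5, MYH7 and ACTN2 were not above background on any array. Of the probe sets of these genes, 216265_x_at of MYH7 and 1570276_a_at of GATA4 were called higher (adjusted p = 0.026 and 0.022 by limma with Benjamini-Hochberg adjustment) while not above background, so no fold is given, and MYH7 is 1 of the 3 higher genes counted below. GJA1, the gap junction protein connexin 43, had a log2 fold change of -0.23 (standard error 0.11, adjusted p = 0.18), the RCAN1 paralog RCAN3 ones of -0.18 on 226272_at and -0.10 on 229064_s_at (adjusted p = 0.4 and 0.53), the cardiac coactivator MYOCD one of 0.10 on 229339_at (adjusted p = 0.61), and HPRT1, the RT-qPCR reference gene, one of -0.48 (standard error 0.1, adjusted p = 0.011, all by limma with Benjamini-Hochberg adjustment). HPRT1 did not pass without co-culture replicate 2 (adjusted p = 0.052). Of 14 such genes, 3 were higher and 2 lower, also when adjusted over the list alone (camera adjusted p = 0.51, adjusted p = 0.7 with an estimated correlation), and 1 was lower without co-culture replicate 2. Of 23 cardiac transcription factors, 1 was higher (MEF2A, log2 fold change 0.47) and 2 lower (MEF2C and TBX2, -0.43), also when adjusted over the list alone, and 12 were not Present on any array (camera adjusted p = 0.43, adjusted p = 0.71 with an estimated correlation). MEF2A lost its call without co-culture replicate 1 (adjusted p = 0.075), 2 (0.11) or 3 (0.077) or monoculture replicate 2 (0.059), which left no cardiac transcription factor higher, and 4 were higher without monoculture replicate 3. The count of lower ones was 1 without co-culture replicate 1 or 3 or monoculture replicate 1 or 2.

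Surface and stroma markers of mesenchymal stem cells were called in both directions. Of 16, 7 were lower and 2 higher, or 8 and 3 when adjusted over the list alone (camera adjusted p = 0.022, adjusted p = 0.47 with an estimated correlation). ANPEP (CD13), the chemokine CXCL12 and MCAM had log2 fold changes of -1.56, -1.52 and -1.09, while VCAM1 was among the largest rises, and the list was not called without monoculture replicate 3 (4 higher, camera adjusted p = 0.14). The count of higher markers was 1 with any co-culture array or monoculture replicate 1 or 2 left out. Of 14 cholesterol synthesis genes, 4 were lower and none was higher, or 5 and none when adjusted over the list alone (camera adjusted p = 0.0066, adjusted p = 0.64 with an estimated correlation). INSIG1, a sterol sensor, and the enzymes EBP, FDPS and LSS had log2 fold changes of -2.02, -1.91, -1.31 and -1.31. The count of lower cholesterol genes was 1 without co-culture replicate 3, 2 without co-culture replicate 1 or 2 or monoculture replicate 2, and 12 without monoculture replicate 3 (median -1.48), and without monoculture replicate 1 it was 2 and the list was not called (median -0.57, camera adjusted p = 0.08). Of 20 RNA processing genes, 7 were lower and 1 higher, also when adjusted over the list alone (camera adjusted p = 0.0066, adjusted p = 0.47 with an estimated correlation), among them HNRNPA2B1 (-0.84) and PRPF8 (-0.75), and 4 were lower without co-culture replicate 1 or 3. Of 19 hypoxia and glycolysis genes, 9 were higher and 1 lower, or 10 and 2 when adjusted over the list alone (camera adjusted p = 0.023, adjusted p = 0.43 with an estimated correlation), among them ADM (1.47) and ENO2 (1.26), and the lower count was 3 without monoculture replicate 3 and 0 with any other array left out. Of 11 chondrogenic genes, 5 were higher and none was lower, or 7 and 1 when adjusted over the list alone (camera adjusted p = 0.011, adjusted p = 0.37 with an estimated correlation), led by the cartilage matrix protein COMP (1.85), and 2 were higher without co-culture replicate 1 or 3 or monoculture replicate 2 and 3 without co-culture replicate 2. Of 10 heat shock genes, 4 were higher, also when adjusted over the list alone (camera adjusted p = 0.022, adjusted p = 0.6 with an estimated correlation), among them DNAJB1 (1.82), and 2 were higher without monoculture replicate 2.

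Of 21 cardiac sarcomere genes, 8 were higher and none was lower, or 11 and none when adjusted over the list alone, with 5 of the 8 not above background on any array (camera adjusted p = 0.0032, adjusted p = 0.37 with an estimated correlation). The list was not shifted when only probe sets Present on at least 3 of the 6 arrays were used (camera adjusted p = 0.21), and 4 members were higher without co-culture replicate 1 and 5 without co-culture replicate 2. Of 12 endothelial markers, 2 were higher, or 1 when adjusted over the list alone, and 9 were not above background (camera adjusted p = 0.023, adjusted p = 0.55 with an estimated correlation). With any 1 co-culture array left out 1 was higher. Without monoculture replicate 1 also 1 was higher, and the endothelial list was not called (camera adjusted p = 0.064). Of 19 ribosomal protein genes, 1 was higher (RPS3, log2 fold change 0.41; 0 with any co-culture array left out), or 0 when adjusted over the list alone (median 0.28, camera adjusted p = 0.023, adjusted p = 0.71 with an estimated correlation). Without monoculture replicate 1 the ribosomal median was 0.05 and the list was not called (camera adjusted p = 0.31), nor was it without co-culture replicate 2 (0.06), and no member was higher with any 1 co-culture array left out. Of 12 leukocyte markers and 6 erythroid markers none passed the test, also when adjusted over the list alone (camera adjusted p = 0.43 for both, adjusted p = 0.71 for both with an estimated correlation). Without monoculture replicate 3, with either MAS5 setting and with the mean of all probe sets, 1 leukocyte marker was higher and 1 lower, and 1 was lower with median-centred arrays or either Present filter. Without monoculture replicate 2, and with the intensity trend, 1 erythroid marker was higher.

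The remaining lists were not shifted by camera, and their members are given as higher and lower over all probe sets and then when adjusted over the list alone. Of 12 adipogenic genes, 3 and 1, then 5 and 1 (camera adjusted p = 0.11, 0.55 with an estimated correlation). The higher count was 1 without co-culture replicate 1 or 2, and the lower count 0 with any co-culture array left out and 2 without monoculture replicate 3. Of 13 Notch pathway genes, 3 and 1, then 3 and 1 (0.11 and 0.47), with HES1 and HEY1 at log2 fold changes of 2.49 and 1.76, and the list passed without monoculture replicate 3 (camera adjusted p = 0.043). Of 17 matrix metalloproteinases and inhibitors, 1 and 5, then 2 and 5 (0.19 and 0.47). MMP1 was at -2.85, and the list's median of 0.01 and mean of -0.57 differ in sign, and 4 were higher without monoculture replicate 3. Of 11 skeletal muscle regulators, 1 and 0, then 1 and 0 (0.19 and 0.55), with none above background. Of 12 reference genes, 1 and 3, then 2 and 4 (0.19 and 0.6). Of 11 osteogenic genes, 1 and 3, then 3 and 4 (0.41 and 0.55), with BMP2 at -1.91 and 2 higher without monoculture replicate 3. Of 18 cardiac Ca2+ handling and channel genes, 3 and 3, then 4 and 3 (0.49 and 0.61), with KCNJ2 at -1.37 and the Ca2+ pump ATP2A2 at 0.65. The higher count was 1 with any co-culture array or monoculture replicate 2 left out. Of 17 TGF-beta and SMAD targets, 2 and 6, then 5 and 6 (0.53 and 0.71), with ID1 at -1.85, a median of 0.10, a mean of -0.11, and 1 higher without co-culture replicate 3 and 4 without monoculture replicate 3. Of 19 interferon-stimulated genes, 1 and 1, then 0 and 0 (0.61 and 0.94), with 4 and 3 without monoculture replicate 3, none higher without co-culture replicate 1 or 2 or monoculture replicate 1 or 2, none lower with any co-culture array or monoculture replicate 1 left out, a median of 0.01 and a mean of -0.12. Of 17 Wnt pathway genes, 3 and 4, then 4 and 5 (0.61 and 0.71), with DKK1 at -1.78. Of 16 gap junction and adhesion genes, 2 and 3, then 4 and 3 (0.67 and 0.82), with CDH2 at 0.77. The higher count was 1 with any array but monoculture replicate 1 left out, and the lower count 1 without co-culture replicate 1 or 2. Of 11 cell cycle inhibitors and p53 targets, 3 and 2, then 3 and 2 (0.89 and 0.96), with GADD45B at 1.70 and 4 lower without monoculture replicate 3. Of 15 smooth muscle genes, 4 and 3, then 4 and 3 (0.93 and 0.96), with CNN1 at 1.65 and 2 higher without co-culture replicate 3. Of 9 neural markers, 0 and 2, then 1 and 2 (0.96 and 0.96), with GAP43 at -2.82, a median of 0.14, a mean of -0.20, and 1 higher without monoculture replicate 1 and 2 without monoculture replicate 3. Of 12 epicardial and fibroblast markers, 2 and 2, then 2 and 2 (0.98 and 0.98), with KRT19 at -2.28, a median of 0.08, a mean of -0.12 and 1 higher with any co-culture array or monoculture replicate 2 left out.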
